# Intravenous chaperone treatment of late-stage Alzheimer´s disease (AD) mouse model affects amyloid plaque load, reactive gliosis and AD-related genes

**DOI:** 10.1038/s41398-024-03161-x

**Published:** 2024-10-24

**Authors:** Ruixin Zhang, Makiko Ohshima, David Brodin, Yu Wang, Antonin Morancé, Marianne Schultzberg, Gefei Chen, Jan Johansson

**Keywords:** Molecular neuroscience, Diseases

## Abstract

Treatment strategies that are efficient against established Alzheimer’s disease (AD) are needed. BRICHOS is a molecular chaperone domain that prevents amyloid fibril formation and associated cellular toxicity. In this study, we treated an AD mouse model seven months after pathology onset, using intravenous administration of recombinant human (rh) Bri2 BRICHOS R221E. Two injections of rh Bri2 BRICHOS R221E per week for three months in AD mice reduced amyloid β (Aβ) burden, and mitigated astro- and microgliosis, as determined by glial fibrillary acidic protein (GFAP) and ionized calcium-binding adaptor molecule 1 (Iba1) immunohistochemistry. Sequencing of RNA from cortical microglia cells showed that BRICHOS treatment normalized the expression of identified plaque-induced genes in mice and humans, including clusterin and GFAP. Rh Bri2 BRICHOS R221E passed the blood–brain barrier (BBB) in age-matched wild-type mice as efficiently as in the AD mice, but then had no effect on measures of AD-like pathology, and mainly affected the expression of genes that affect cellular shape and movement. These results indicate a potential of rh Bri2 BRICHOS against advanced AD and underscore the ability of BRICHOS to target amyloid-induced pathology.

## Introduction

Alzheimer’s disease (AD), the most common form of dementia, poses significant medical and socioeconomic problems [1]. The rapidly increasing number of patients afflicted by this ailment underscores the urgent need for the development of efficacious treatments. Recently, antibody-based drugs targeting the amyloid cascade have undergone clinical trials for early symptomatic AD, yielding varied levels of success [2]. Notably, the monoclonal antibodies Aducanumab and Lecanemab, targeting amyloid-β (Aβ) fibrillar assemblies, one hallmark of AD, have been approved by the U.S. Food and Drug Administration (FDA) for treating individuals in the early symptomatic stages of AD. The monoclonal antibody Donanemab, known to bind to amyloid plaques, decelerates memory and cognitive decline in individuals with early-stage AD [3]. While these antibody drugs mitigate memory and cognitive deterioration in early-stage AD, their efficacies are limited, and side effects have been reported [4, 5]. AD is typically diagnosed in its later stages [6], indicating the need for candidate drugs that can affect established AD pathology. AD is characterized by the accumulation of extracellular Aβ plaques and intraneuronal formation of tau neurofibrillary tangles [7, 8]. The Aβ peptide is produced through successive cleavages of amyloid-β precursor protein (APP) by β-secretase 1 (BACE1) and γ-secretase, and AD pathogenesis is coupled to the accumulation of extracellular Aβ, in particular Aβ_42_, in cortical and subcortical brain regions [9]. AD pathology also includes activation of microglia and astrocytes, and increased levels of proinflammatory mediators [10, 11].

Molecular chaperones play an important role in maintaining cellular proteostasis, and can prevent or resolve protein aggregation [12]. The BRICHOS domain was initially identified in Bri2, chondromodulin-1, and prosurfactant protein C (proSP-C). Each of these proproteins contain a region prone to form amyloid [13, 14], which BRICHOS chaperones during biosynthesis [15]. Furthermore, recombinant human (rh) BRICHOS domains from proSP-C and Bri2 are potent inhibitors of amyloid formation also by non-client proteins such as medin, islet amyloid polypeptide (IAPP), Aβ_40_ and Aβ_42_ [16, 17]. Bri2 is highly expressed in neurons of the human hippocampus and cortex, co-localizes with AD senile plaques [18, 19] and releases the BRICHOS domain [20]. Rh Bri2 BRICHOS potently inhibits Aβ_42_ fibril formation and toxicity in vitro, in hippocampal slice preparations, as well as in vivo in *Drosophila melanogaster* and AD mouse models [21–24]. The Bri2 BRICHOS monomer is most effective in preventing Aβ_42_-induced disruption of neuronal network activity [25], and efficiently crosses the blood–brain barrier (BBB) [26]. Therefore, a Bri2 BRICHOS mutant, R221E, which forms long-term stable monomers has been designed [27]. Rh Bri2 BRICHOS R221E administered intravenously (i.v.) to *App* knock-in mouse models improved recognition and working memory, reduced Aβ plaque deposition and mitigated activation of astrocytes and microglia [24]. However, it remains unclear whether BRICHOS treatment is effective when applied at advanced AD-like pathology stages, and if BRICHOS can normalize Aβ-induced dysregulation of AD-associated genes.

The aim of the current study was to assess the ability of rh Bri2 BRICHOS R221E to affect pathology in an AD mouse model at a stage when pathology is well established. An *App* knock-in mouse model harbouring the Swedish, Iberian, and Arctic mutations (*App*^*NL-G-F*^ mouse model), which develops AD-like pathology from the second month of age, and reaches near-maximum levels by the seventh month of age [28] was used. Nine-month-old *App*^*NL-G-F*^ mice were treated i.v. with rh Bri2 BRICHOS R221E monomers, or saline, for three months and then sacrificed at thirteen months of age, i.e. one month after the last dose. Age-matched wild-type (WT) mice were treated in the same way. Analysis of amyloid plaque load, reactive gliosis, and bulk microglia RNA sequencing (Fig. 1A), indicate that rh Bri2 BRICHOS treatment is efficient at a late AD-like stage and works by targeting Aβ-induced pathology.

**Fig. 1:**
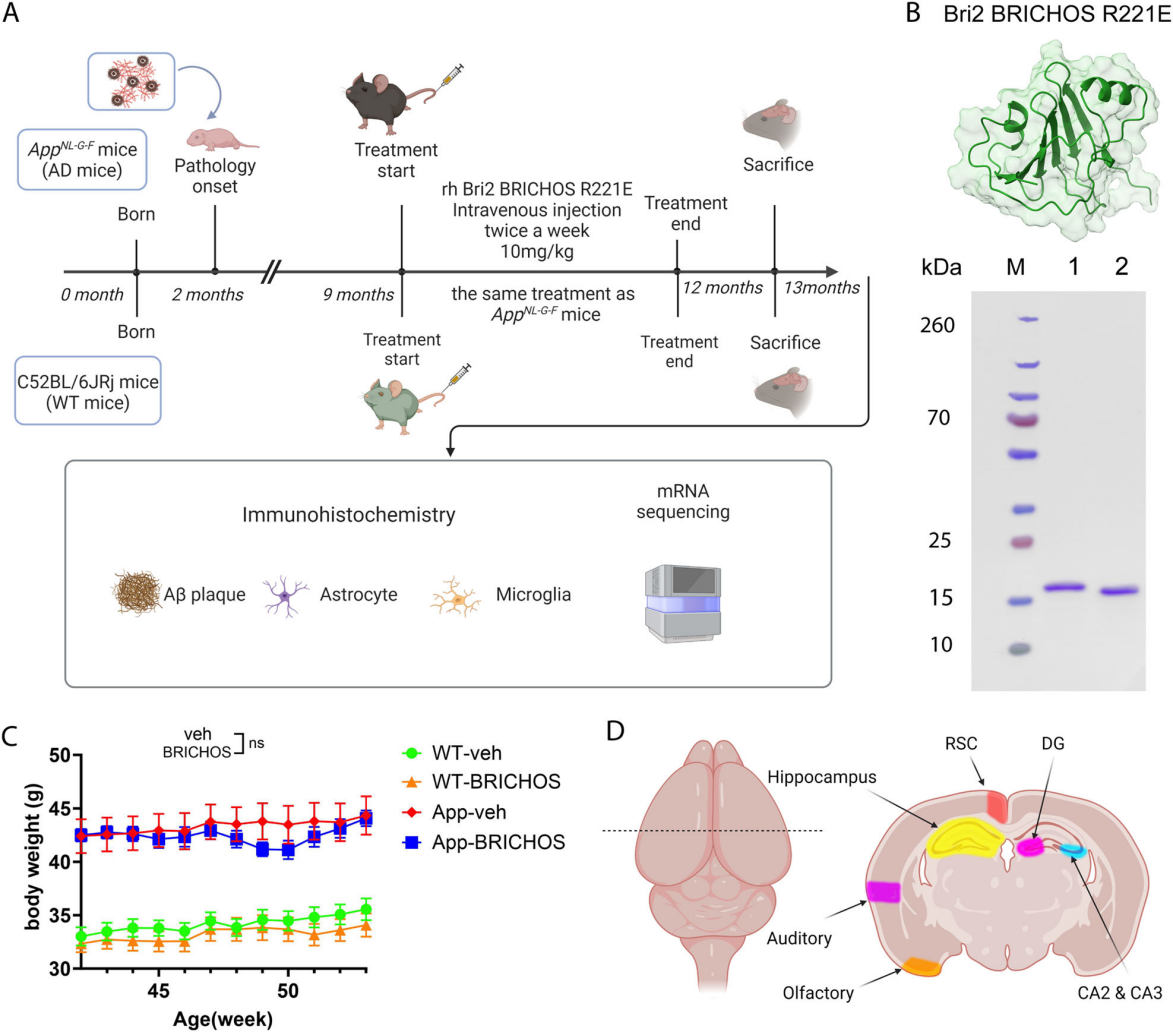
Overview of rh Bri2 BRICHOS R221E treatment of old *App*^*NL-G-F*^ and WT mice. **A** Timeline of treatment with rh Bri2 BRICHOS R221E monomer or administration of vehicle (phosphate-buffered saline, PBS) in *App*^*NL-G-F*^ and age-matched WT mice. **B** Rh Bri2 BRICHOS R221E monomer analysis by reducing (lane 1) and non-reducing (lane 2) SDS-PAGE. M shows the migration of marker proteins with molecular masses in kDa given to the left. The Bri2 BRICHOS R221E structure at the top was predicted by Alphafold2 [93]. **C** Body weight of the vehicle (veh)- or rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ (App) and WT mice during the treatment period, presented as mean ± SEM. Two-way ANOVA with Tukey’s correction for multiple comparisons was used to calculate *p*-values for differences in body weight. ns no significance. **D** Areas of the hippocampus and cerebral cortex analysed by immunohistochemistry. Auditory auditory cortex, CA *Cornu ammunis*, DG dentate gyrus, Olfactory olfactory cortex, RSC retrosplenial cortex.

## Results

### Intravenous BRICHOS R221E administration to aged *App*^*NL-G-F*^ mice

The *App*^*NL-G-F*^ model produces Aβ toxicity by augmenting the overall production of human Aβ, shifting the Aβ_42_/Aβ_40_ ratio in favour of the more toxic Aβ_42_ form, and increasing Aβ_42_ aggregation propensity [29]. Consequently, robust amyloidosis and pathological changes start to develop at two months of age and reach near-maximal levels by the seventh month [28]. In order to assess the therapeutic potential of rh Bri2 BRICHOS R221E, we started treatment of *App*^*NL-G-F*^ mice at 9 months, and WT mice were treated in the same way, to enable investigation of potential effects not related to the AD-like pathology (Fig. 1A).

Rh Bri2 BRICHOS R221E was produced in *E. coli* and subsequently purified using immobilized metal ion affinity chromatography and size exclusion chromatography (SEC), as previously established [27]. SDS-PAGE of the SEC-isolated rh Bri2 BRICHOS R221E monomers under reducing or non-reducing conditions, demonstrated high purity (Fig. 1B). Notably, the slightly accelerated migration observed by SDS-PAGE under non-reducing conditions indicates the presence of a conserved intramolecular disulphide bond [27]. *App*^*NL-G-F*^ and WT mice from nine months of age received i.v. administration (in the tail vein) of rh Bri2 BRICHOS R221E monomers at a dose of 10 mg/kg twice a week for a duration of twelve weeks, or vehicle (Veh, i.e. PBS) (Fig. 1A), i.e. the same dosing regimen as previously used in early-stage *App*^*NL-G-F*^ mice [24]. Throughout the treatment period, we monitored the body weight of the mice once a week. Generally, both the AD model mice and their WT counterparts tolerated the rh Bri2 BRICHOS R221E injections. Rh Bri2 BRICHOS-treated *App*^*NL-G-F*^ mice displayed a 5–10% decrease in body weight after 8–9 weeks of treatment compared to those given PBS (*p*-values 0.5 and 0.6, respectively), followed by a subsequent recovery (Fig. 1C). One month after the completion of the treatment regimen, the mice were sacrificed and immunohistochemical, biochemical and transcriptome analyses on various regions of the hippocampus and cortex, were conducted, i.e. the same interval was employed between sacrifice and analyses as previously used in early-stage *App*^*NL-G-F*^ and late stage *App*^*NL-F*^ mice [24]. The regions analysed included the dentate gyrus (DG), *Cornu ammonis* (CA) regions 2 and 3 (CA2 and CA3) of the hippocampus, the retrosplenial cortex (RSC), and the auditory and olfactory cortex areas (Fig. 1D).

### Rh Bri2 BRICHOS R221E passes the BBB and reduces Aβ plaque load

To assess the BBB permeability of rh Bri2 BRICHOS R221E following i.v. administration in both WT and *App*^*NL-G-F*^ mice, brain sections were subjected to immunohistochemistry for Bri2 BRICHOS and subsequent quantification. The results revealed higher levels of Bri2 BRICHOS staining in the cortex and in DG, CA2, and CA3 regions of the hippocampus of *App*^*NL-G-F*^ and WT mice after rh Bri2 BRICHOS R221E treatment compared to mice receiving PBS (Fig. 2A–E). Notably, no differences in Bri2 BRICHOS staining were observed between the WT and *App*^*NL-G-F*^ mice, suggesting that the BBB of *App*^*NL-G-F*^ mice has a similar permeability as that of WT mice. These findings strongly suggest that i.v. administered rh Bri2 BRICHOS R221E effectively crosses the BBB and is retained in the brain for at least one month in both WT and *App*^*NL-G-F*^ mice. The same degree of increase in Bri2 BRICHOS staining in *App*^*NL-G-F*^ and WT mice (Fig. 2) was observed, in spite of the fact that rh Bri2 BRICHOS R221E binds to Aβ_42_ fibrils [30, 31]. This is likely related to that i.v. injected rh Bri2 BRICHOS is internalized into neurons [32] and only a small fraction (ca.10%) of added rh Bri2 BRICHOS R221E binds to Aβ_42_ fibrils [31].

**Fig. 2:**
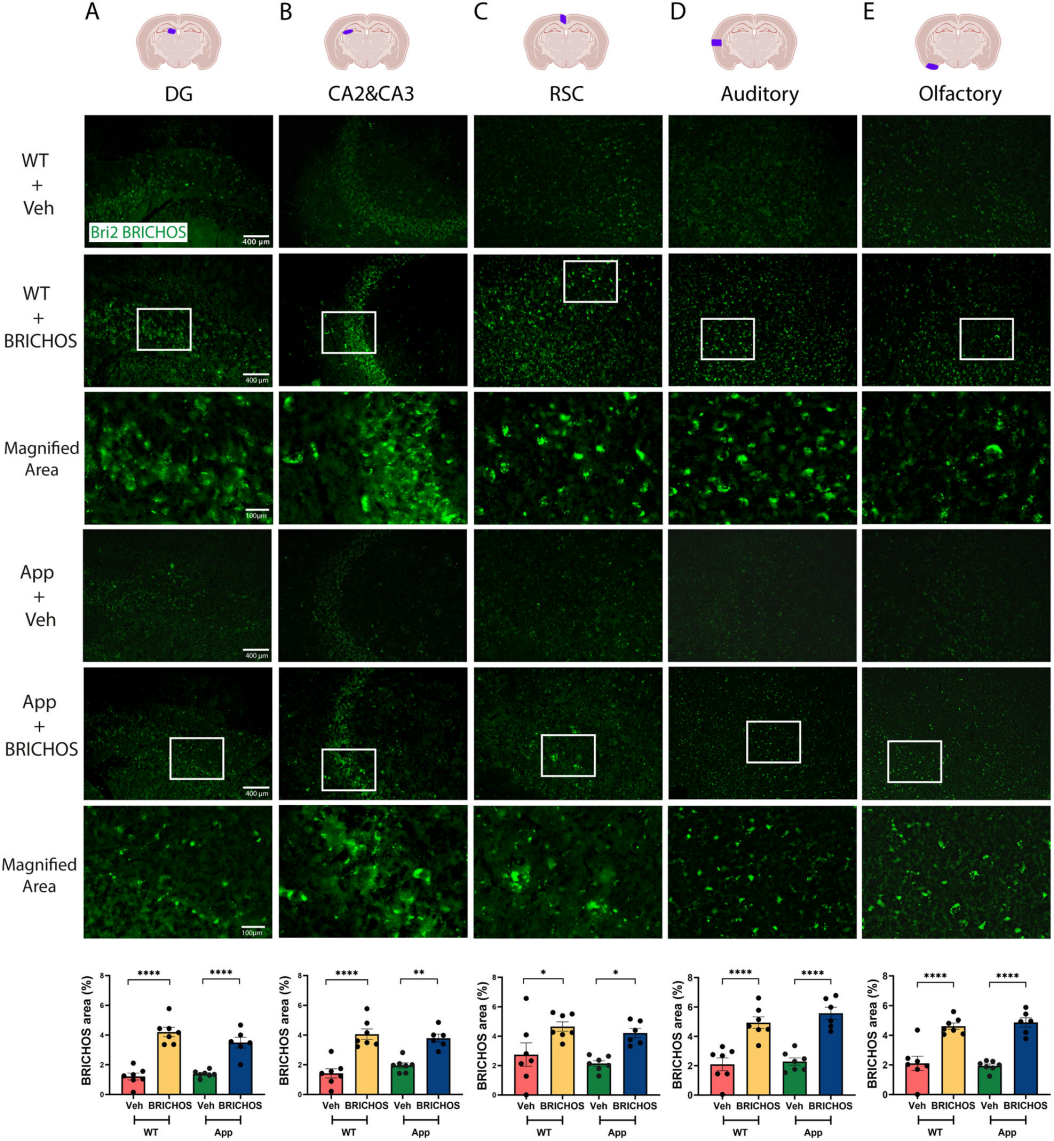
Rh Bri2 BRICHOS R221E accumulates in the brains of *App*^*NL-G-F*^ and WT mice after intravenous injections. Representative images of sections from indicated brain regions (column **A**, DG and **B**, CA2 and CA3 hippocampal regions; **C**, RSC, **D**, auditory and **E**, olfactory cortex regions) of rh Bri2 BRICHOS R221E- or vehicle (veh)-treated *App*^*NL-G-F*^ (App) and WT mice stained with anti-Bri2 BRICHOS antibody. The areas marked with boxes are shown in the panels below them. The punctuate pattern of staining indicates that rh Bri2 BRICHOS R221E is present intracellularly, see text for details. The bar charts show the rh Bri2 BRICHOS-positive area (% of total area) in the different brain regions for each treatment group. Scale bars represent 400 μm and apply to all panels in the respective column, except the magnified areas for which the scale bars are 100 μm. Data are shown as mean ± SEM (*n* = 6–7 mice per group). One-way ANOVA test and Tukey’s test were used to calculate the *p*-values. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗∗^*p* < 0.0001. Auditory auditory cortex, CA *Cornu ammunis*, DG dentate gyrus, Olfactory olfactory cortex, RSC retrosplenial cortex.

Rh Bri2 BRICHOS R221E has been shown to delay Aβ_42_ amyloid fibril formation in vitro [15], and administration to *App*^*NL-G-F*^ mice starting at three months of age reduced amyloid plaque burden [24]. To investigate the effects of rh Bri2 BRICHOS R221E in older *App*^*NL-G-F*^ mice, brain sections were stained with the Aβ antibody 82E1. The results demonstrated a reduced load of Aβ plaques in the DG, CA2 and CA3 regions of the hippocampus (Fig. 3A, B) and cortex (both auditory and olfactory) (Fig. 3C–E) of mice treated with rh Bri2 BRICHOS R221E compared to PBS. The degree of reduction in the treatment of older *App*^*NL-G-F*^ mice (Fig. 3) is comparable to the effect sizes in early-stage *App*^*NL-G-F*^ mice [24]. These results suggest that the i.v. administration of rh Bri2 BRICHOS R221E reduces amyloid burden in aged *App*^*NL-G-F*^ mice also when amyloid pathology had nearly reached saturation [28] at the start of treatment.

**Fig. 3:**
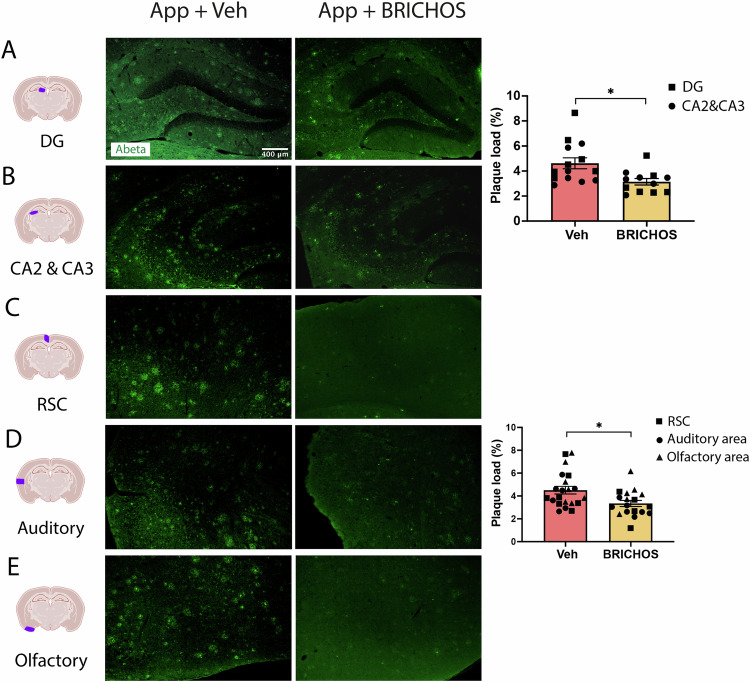
Plaque load is reduced in *App*^*NL-G-F*^ mice after rh Bri2 BRICHOS R221E treatment. Representative images of the hippocampus (**A**, **B**) and cerebral cortex (**C**–**E**) sections from vehicle (veh)- and rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ (App) mice stained with anti-Aβ antibody 82E1. Histograms show plaque load (%) in different hippocampal and cortical regions. The scale bar represents 400 μm and applies to all panels in (**A**–**E**). Data are presented as mean ± SEM (*n* = 6–7 mice/group). An unpaired parametric two-tailed *t*-test was used for statistical analysis. ^∗^*p* < 0.05. Auditory auditory cortex, CA *Cornu ammunis*, DG dentate gyrus, Olfactory olfactory cortex, RSC retrosplenial cortex.

### Rh Bri2 BRICHOS R221E treatment of aged *App*^*NL-G-F*^ mice reduces microgliosis and astrogliosis

To further evaluate the therapeutic effects of rh Bri2 BRICHOS R221E in aged *App*^*NL-G-F*^ mice, we analysed the degree of microgliosis by immunohistochemistry for the ionized calcium-binding adaptor molecule 1 (Iba1), a marker for microglial activation. This clearly showed an overall reduction in Iba1-positive microglia in both the hippocampus and cortex areas after rh Bri2 BRICHOS R221E treatment, compared to the PBS controls, while rh Bri2 BRICHOS R221E treatment of WT mice did not change the levels of Iba1 immunoreactivity (Fig. 4).

**Fig. 4:**
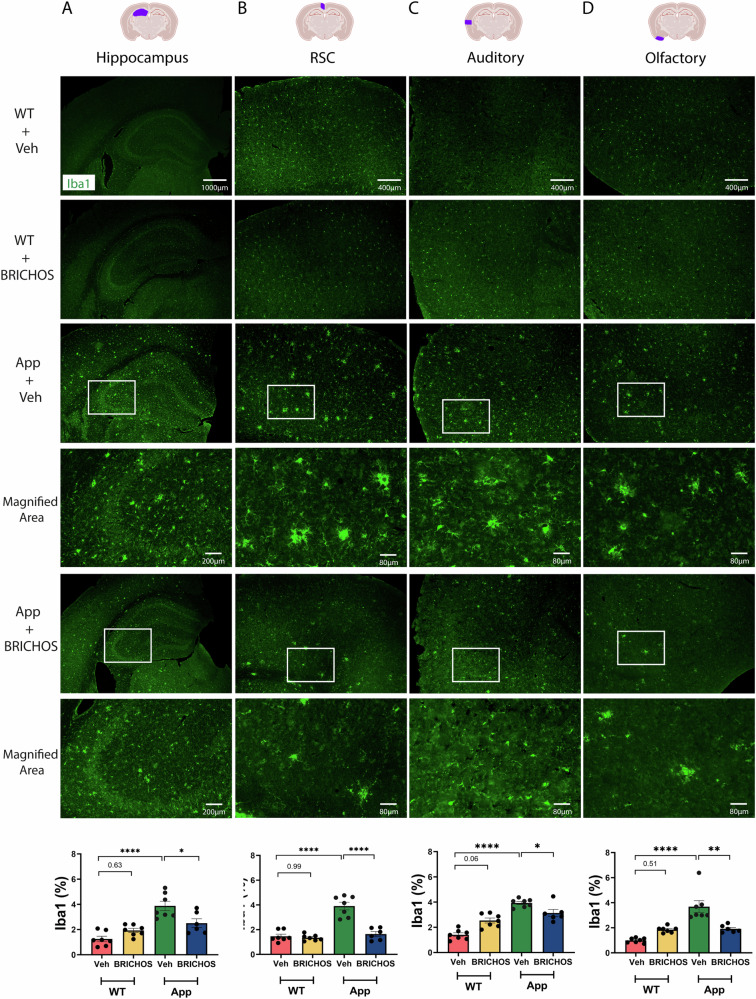
Rh Bri2 BRICHOS R221E treatment mitigates microgliosis in *App*^*NL-G-F*^ mice. Representative images of hippocampus (**A**) and cortex (**B**–**D**) sections from vehicle (veh)- and rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ (App) and WT mice stained by immunohistochemistry for Iba1. Bar charts at the bottom show the Iba1-positive area (%) in each brain region for the four treatment groups. The areas marked with boxes are magnified in the panels shown below them. All micrographs from the hippocampus are at a lower magnification than the micrographs from the cortex. Scale bars represent 1000 μm (**A**) and 400 μm (**B**–**D**) and apply to all panels in the respective column, except the magnified areas for which scale bars represent 200 μm (**A**) or 80 μm (**B**–**D**). Data are shown as mean ± SEM (*n* = 6–7 mice/group). One-way ANOVA test and Tukey’s test were used for statistical analysis. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗∗^*p* < 0.0001. The entire hippocampus was analysed. Iba1 ionized calcium-binding adaptor molecule 1, RSC retrosplenial cortex.

Next, we analysed the degree of astrogliosis using the astrocyte marker glial fibrillary acidic protein (GFAP). In *App*^*NL-G-F*^ mice treated with rh Bri2 BRICHOS R221E, the levels of GFAP immunoreactivity decreased in the RSC area, while there was no significant change in the entire hippocampus (analysed as whole area) (Fig. 5A, B), nor in the auditory or olfactory cortex areas (not shown) compared to the PBS control group. In order to explore more specifically the effects on astrocytes in the vicinity of Aβ plaques, we double-stained brain sections for GFAP and Aβ and analysed the degree of colocalization of immunoreactivity. The results showed increased colocalization of GFAP and Aβ staining in PBS-treated *App*^*NL-G-F*^ mice compared to WT mice, and significantly less colocalization of Aβ and GFAP staining in the entire hippocampus and RSC of *App*^*NL-G-F*^ mice after rh Bri2 BRICHOS R221E treatment (Fig. 5C, D). Similar to Iba1, GFAP immunoreactivity in WT mice was not affected by rh Bri2 BRICHOS R221E treatment (Fig. 5).

**Fig. 5:**
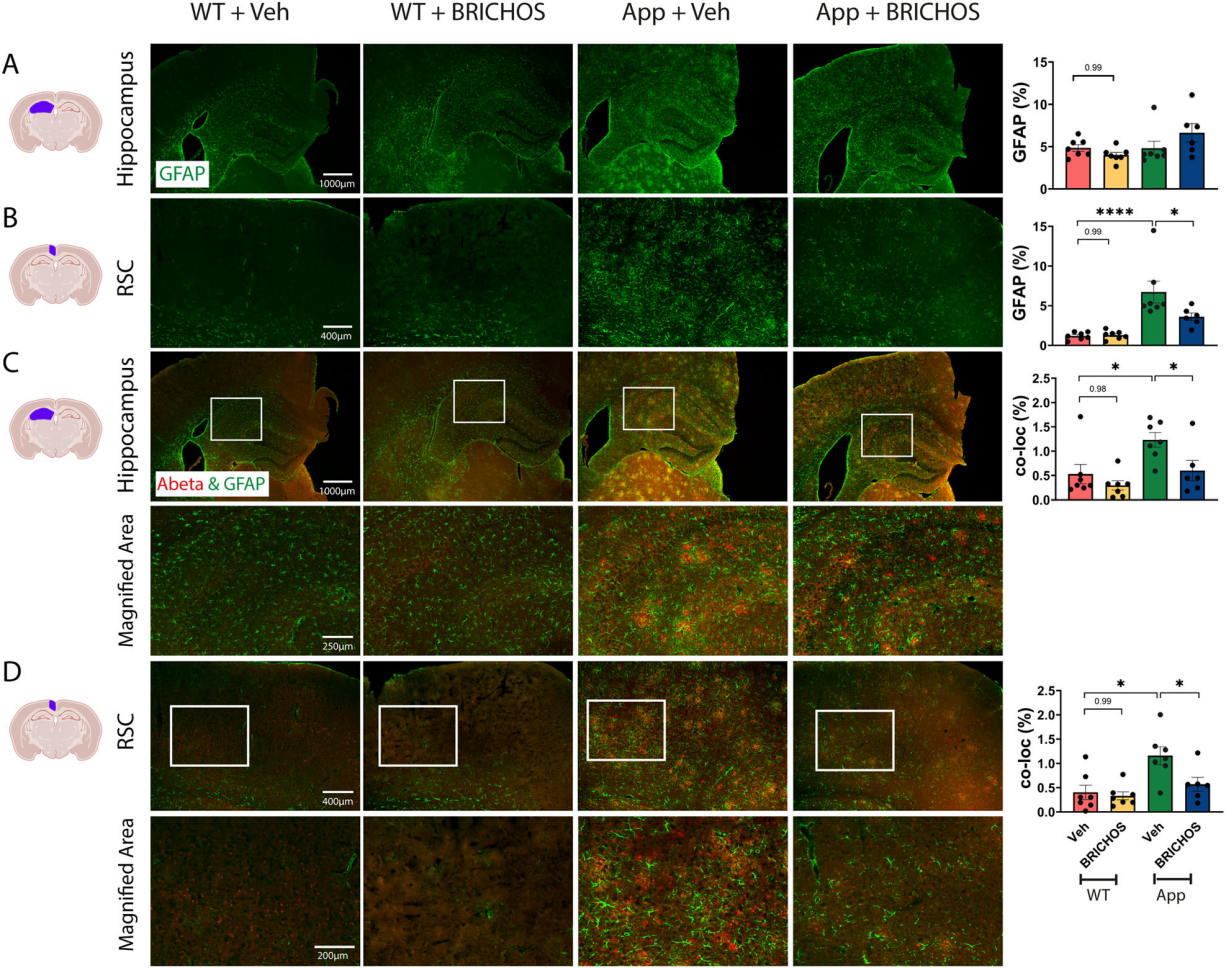
Rh Bri2 BRICHOS R221E treatment mitigates astrogliosis in *App*^*NL-G-F*^ mice. Representative images of brain sections from vehicle (veh)- and rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ (App) and WT mice stained by immunohistochemistry for GFAP (green, rows **A**, **B**) and for GFAP and Aβ (green and red, rows **C**, **D**). The areas marked with boxes in (**C**, **D**) are magnified in the panels shown below them. Scale bars represent 1000 μm (**A**, **C**), 400 μm (**B**, **D**), and 200 μm (magnified areas) and apply to all panels in the respective row. Bar charts to the right show the GFAP-positive area (%) in the hippocampus (**A**) and retrosplenial cortex (RSC) (**B**), or the GFAP and Aβ colocalized (co-loc) area in the hippocampus (**C**) and RSC (**D**). Data are shown as mean ± SEM (*n* = 6–7 mice/group). One-way ANOVA test and Tukey’s test were used for statistical analysis. ^∗^*p* < 0.05, ^∗∗∗∗^*p* < 0.0001. The entire hippocampus was analysed. GFAP glial fibrillary acidic protein, RSC retrosplenial cortex.

Taken together, these results indicate that i.v. rh Bri2 BRICHOS R221E treatment was able to reduce Aβ-induced astrogliosis and microgliosis in aged *App*^*NL-G-F*^ mice.

### Impact of rh Bri2 BRICHOS R221E treatment on gene expression in microglia differs between WT and *App*^*NL-G-F*^ mice

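The sequenced cells were CD11b-positive microglia, isolated with magnetic beads from the papain-digested cerebral cortex of 12 mice. CD11b is a surface protein of microglia and other myeloid cells. The groups were veh-treated WT mice, rh Bri2 BRICHOS R221E-treated WT mice, veh-treated *App* NL-G-F mice and rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice, with 3 mice in each. The *App* NL-G-F mice carry a humanized *App* gene with familial AD mutations, and rh Bri2 BRICHOS R221E is a variant of the chaperone domain of the Bri2 protein. Mice were 9 months old at the first of 24 intravenous injections of PBS or of 10 mg/kg rh Bri2 BRICHOS R221E, which were given over 12 weeks. They were sacrificed at 13 months of age, 4 weeks after the last injection. The authors aligned the trimmed reads to the mouse genome GRCm38 with STAR, counted them on genes with featureCounts and deposited the raw counts, without normalization, for 55487 genes listed by Ensembl identifier. The paper's text does not name the strand setting of featureCounts or its handling of reads shared between genes, so it is not known how reads of overlapping genes and of close paralogs were divided. Between 12433402 and 17889654 reads per mouse were counted on genes. The median was 13422351 in veh-treated WT mice, 16149652 in rh Bri2 BRICHOS R221E-treated WT mice, 16231907 in veh-treated *App* NL-G-F mice and 16612288 in rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice. At these depths, the smallest level that can be detected (3 counts) was 0.168 to 0.241 CPM (reads counted on the gene relative to all counted reads of the library), a limit that covers counting error only. Mice of the same group differed by more than counting error, with a chi-square per degree of freedom between 5.84 and 34.5 over the pairs of libraries. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test, with all 12 libraries and a mean for each of the 4 groups in a single fit. The test covered the 15425 genes that passed edgeR's filter on low counts. The paper compared groups with DESeq2's Wald test, which was run here as an alternative. DEGs were counted at an unadjusted p-value under 0.05, the paper's threshold, and at a Benjamini-Hochberg adjusted p-value under 0.05. By chance, 771.2 of the tested genes would fall under the unadjusted threshold. Levels are normalized CPM, given as the mean ± SD of n = 3 mice, and gene positions are those of GRCm38. For a single measure, an exact two-sided permutation test of 3 mice against 3 cannot give a p-value under 0.1.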

As we observed robust effects of rh Bri2 BRICHOS R221E treatment on microglial activation (Fig. 4), we isolated cortical microglial cells from three mice from each of the four treatment groups, i.e. WT and *App*^*NL-G-F*^ mice treated with either PBS (veh) or rh Bri2 BRICHOS R221E, and performed bulk mRNA sequencing. 

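Between veh-treated *App* NL-G-F and WT mice, 7184 of the tested genes differed at the unadjusted threshold, of which 3743 were upregulated and 3441 downregulated in *App* NL-G-F mice. The adjusted p-value was under 0.05 for 5710 genes, of which 3099 were upregulated and 2611 downregulated. In 7846 genes (50.9%) the levels of the 3 *App* NL-G-F mice did not overlap with those of the 3 WT mice, where chance gives 10%. The libraries of each group are numbered alike, and across genes the deviations of equally numbered libraries from their group means had a mean correlation of 0.124. With the replicate number as a block in the fit, 7427 genes passed the unadjusted threshold, 3826 upregulated and 3601 downregulated, and 5991 passed the adjusted one. The alternative that moved this number most was the paper's additional cutoff on the absolute log2 fold change of 1, which left 1876 genes at the unadjusted threshold. Genes with an adjusted p-value under 0.05 and no overlap between the groups were ranked by the fitted log2 fold change. It was largest for *Corin*, *Baiap2l2*, *Serpinb1c*, *Mamdc2* and *Atp6v0d2*. The ranks of *Corin* and *Serpinb1c* rest on 0 counts in the WT mice. Only lower bounds can be given for their folds, and these bounds do not place them among the largest changes. *Corin* (ENSMUSG00000005220, chromosome 5 from 72300025 to 72504473) had 36 to 55 counts in the *App* NL-G-F mice and 0 counts in every WT mouse, so that it was at least 13.6-fold higher than the detection limit in WT mice (adjusted p = 6.26e-05 from edgeR, and 0.000232 with the block). Its annotated span overlaps 5 other genes, 3 of them on the same strand. *Baiap2l2* (ENSMUSG00000018126, chromosome 15 from 79258195 to 79285537) rose from 0.512 ± 0.473 to 121.9 ± 5.72 CPM, a log2 fold change of 7.93 (standard error 0.287, adjusted p = 4.88e-09). *Serpinb1c* (ENSMUSG00000079049, chromosome 13 from 32881434 to 32898211), which has close paralogs, had 7 to 38 counts in the *App* NL-G-F mice and 0 counts in the WT mice, at least 6.33-fold above the limit (adjusted p = 0.00322, and 0.00467 with the block). This bound is for the mean of the *App* NL-G-F mice. Their levels were 0.971, 0.459 and 2.816 CPM, so mouse 3 raises it. *Mamdc2* (ENSMUSG00000033207, chromosome 19 from 23302609 to 23448442) had a log2 fold change of 7.28 and *Atp6v0d2* (ENSMUSG00000028238, chromosome 4 from 19876841 to 19922605) one of 7.18, with standard errors of 0.352 and 0.275 and adjusted p-values of 4.12e-08 and 7.28e-09. With the block, the log2 fold changes of *Baiap2l2*, *Mamdc2* and *Atp6v0d2* were 7.94, 7.30 and 7.18. The WT levels behind these folds rest on 2 to 14 counts per library for *Baiap2l2*, 7 to 50 for *Mamdc2* and 3 to 12 for *Atp6v0d2*, so the folds are imprecise.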

Comparison of *App*^*NL-G-F*^ with age-matched WT mice, both receiving veh, using a *p*-value threshold of < 0.05, identified 3470 upregulated genes and 3044 downregulated genes (Fig. 6A). 

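Between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, 1673 genes differed at the unadjusted p-value threshold, 490 of them upregulated and 1183 downregulated by the treatment. After adjustment, 1 gene remained under 0.05 in edgeR's test. The 2 groups of mice did not overlap in 2076 genes (13.5%). The gene was *Cald1* (ENSMUSG00000029761, chromosome 6 from 34598500 to 34775473), which fell from 19.19 ± 1.09 to 11.74 ± 1.03 CPM, a log2 fold change of -0.71 (standard error 0.0815, adjusted p = 0.0354). With the replicate number as a block, the adjusted p-value of *Cald1* from edgeR was 0.144. The span of *Cald1* overlaps 3 genes on the opposite strand. The genes with the next lowest p-values were *Sorbs2*, *Hspg2*, *Lrp8* and *Fzd6*, with log2 fold changes of -0.82, -0.80, -0.92 and -1.00 (adjusted p = 0.144 for each). Between rh Bri2 BRICHOS R221E- and veh-treated WT mice, 1755 genes differed at the unadjusted threshold, 1010 upregulated and 745 downregulated. None had an adjusted p-value under 0.05, and the lowest was 0.0791. The groups did not overlap in 2707 genes (17.5%), where 10% is the chance share in either comparison. Equally numbered libraries of the WT groups had a mean correlation of 0.143, and with the replicate number as a block 2088 genes differed at the unadjusted threshold (1187 upregulated and 901 downregulated), 0 of them after adjustment. The WT genes with the lowest p-values were *Ide*, *Ifi203*, *Grap2*, *Slc26a7* and *Lilrb4a*, all upregulated, with adjusted p-values between 0.0791 and 0.0848 from edgeR's test and between 0.0816 and 0.0943 with the block. *Ide* (ENSMUSG00000056999, chromosome 19 from 37268743 to 37337852) rose from 47.87 ± 1.95 to 72.76 ± 9.76 CPM, a log2 fold change of 0.60 (standard error 0.0807), which was also 0.60 with the block. *Grap2* and *Slc26a7* rest on low counts, 10 to 14 against 33 to 42 and 5 to 11 against 47 to 57. *Ifi203* overlaps its paralog *Mndal*, and *Ide* and *Lilrb4a* each overlap 1 other gene on the same strand. With any one mouse left out, the adjusted numbers lay between 0 and 162 in *App* NL-G-F mice and between 0 and 5 in WT mice. Among the other alternatives, DESeq2's Wald test moved them most, with 125 genes in *App* NL-G-F mice and 85 in WT mice when all libraries were in the fit, and 71 and 135 when only the compared groups were.

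**Figure D1:**
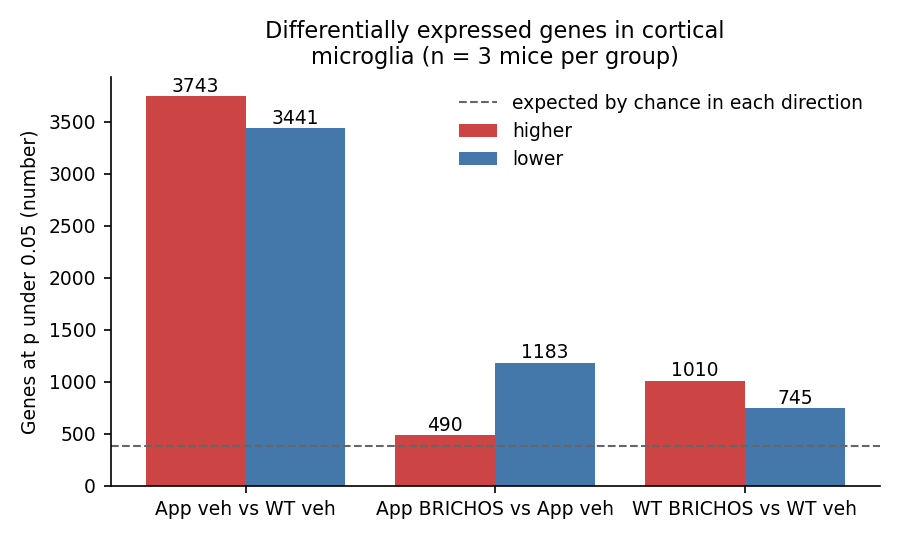
Number of genes with an unadjusted p-value under 0.05 that were higher (red) or lower (blue) in the first-named group of each comparison of 3 mice with 3 mice. The dashed line is the number that chance gives in each direction. The 490 genes upregulated by the treatment in App mice lie closest to it.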

Using the same *p*-value cut-off we found 288 upregulated genes and 962 downregulated genes between treatment with rh Bri2 BRICHOS R221E or veh in *App*^*NL-G-F*^ mice, and 829 upregulated genes and 370 downregulated genes between treatment with rh Bri2 BRICHOS R221E or veh in WT mice (Fig. 6B, C). 

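The number of genes at the unadjusted threshold was 4.29 times higher between the strains than between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, and 4.09 times higher than between rh Bri2 BRICHOS R221E- and veh-treated WT mice. The latter ratio was 3.56 with the replicate number as a block. With DESeq2's Wald test on only the compared groups, the ratios were 5.81 and 4.52. They were 6.93 and 2.94 with an astrocyte marker score (the mean log2 CPM of astrocyte markers) as a covariate. The block and that score together gave 5.45 and 2.53.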

There is a 5–7-fold higher number of genes affected in *App*^*NL-G-F*^ vs WT mice compared to the number of genes affected by rh Bri2 BRICHOS R221E vs PBS treatment of *App*^*NL-G-F*^ or WT mice (Fig. 6A–C). This is likely explained by the more profound (genetic) differences between *App*^*NL-G-F*^ and WT mice, compared to the three months of rh Bri2 BRICHOS R221E or PBS treatment. 

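Variance over the 12 libraries was computed after DESeq2's variance stabilizing transformation, and the 100 genes with the highest variance were taken, as described for Supplementary Fig. 1. In these genes the difference between *App* NL-G-F and WT mice made up a median of 97.8% of the sum of squares, the difference between rh Bri2 BRICHOS R221E and veh 0.176%, their interaction 0.0948% and the spread between mice of the same group 1.58%. The strain took a larger share than the treatment in 99 of the 100 genes. Genes picked for a high variance over all groups favour the strongest difference, and over the 500 most variable genes the median share of the strain was 88.9%. Hierarchical clustering of the libraries on the 100 genes, divided into 2 clusters, parted the 6 *App* NL-G-F libraries from the 6 WT libraries. Divided into 4 clusters, it did not follow the treatment, since both WT clusters and both *App* NL-G-F clusters held veh- and rh Bri2 BRICHOS R221E-treated mice.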

Cluster heatmap analysis of the 100 genes that showed the highest variance between all four treatment groups (Supplementary Fig. 1) confirmed that mouse strain (*App*^*NL-G-F*^ vs WT) had a stronger influence on gene expression levels as compared to treatment (rh Bri2 BRICHOS R221E vs veh). Microglial genes associated with AD, including *Trem2*, *Spp1*, *Tyrobp*, and *Cd74*, were among the upregulated genes in *App*^*NL-G-F*^ vs WT mice, supporting the activation of microglia in *App*^*NL-G-F*^ mice, consistent with previous findings [33–35].

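*Trem2* (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147) was at 2530 ± 103 CPM in veh-treated *App* NL-G-F mice and at 917.2 ± 58.3 CPM in veh-treated WT mice, a log2 fold change of 1.46 (standard error 0.0773, adjusted p = 8.3e-08 from edgeR's quasi-likelihood test). *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) rose from 32.05 ± 14.7 to 1993 ± 1010 CPM, a log2 fold change of 5.96 (standard error 0.471, adjusted p = 2.08e-06). The level of *Spp1* varied between 1340 and 3155 CPM among the *App* NL-G-F mice. For *Tyrobp* (ENSMUSG00000030579, chromosome 7 from 30413760 to 30417585) the levels were 2297 ± 183 and 771 ± 22.3 CPM (log2 fold change 1.57, adjusted p = 2.12e-07), and for *Cd74* (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652) 2537 ± 487 and 342.7 ± 30.2 CPM (log2 fold change 2.89, adjusted p = 1.63e-06). With the replicate number as a block, the log2 fold changes were 1.47 for *Trem2*, 5.95 for *Spp1*, 1.57 for *Tyrobp* and 2.90 for *Cd74*. None of the 4 genes overlapped between the groups, and with any one mouse left out the log2 fold changes stayed between 1.41 and 1.5, 5.47 and 6.39, 1.52 and 1.64, and 2.80 and 3.04, respectively.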

**Fig. 6:**
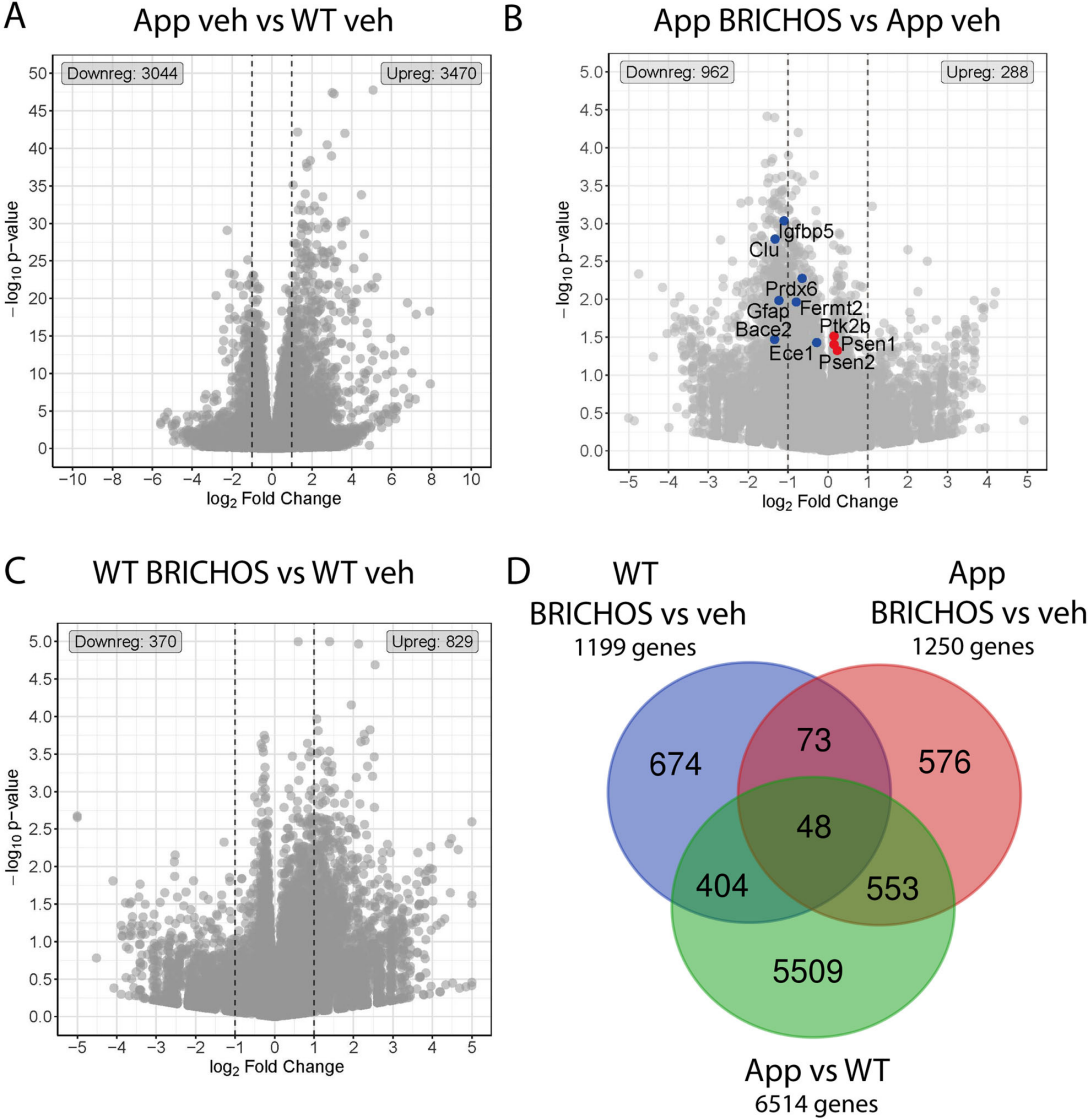
Differentially expressed genes (DEGs) in microglia from *App*^*NL-G-F*^ and WT mice. **A**–**C** Volcano plots showing DEGs between **A** vehicle (veh)-treated *App*^*NL-G-F*^ (App) and WT mice; **B** rh Bri2 BRICHOS R221E- and veh-treated *App*^*NL-G-F*^ mice, and **C** rh Bri2 BRICHOS R221E- and veh-treated WT mice. *N* = 3 mice/group. Different scales are used in panels (**A**–**C**) for optimal resolution of gene symbols. Vertical dotted lines indicate | log_2_fold change | ≥1 border. The ten genes identified in panel (**B**) are further analysed in Fig. 8. The number of down- or up-regulated genes is indicated for each panel. **D** Venn diagrams of DEGs in veh-treated WT and *App*^*NL-G-F*^ mice (green circle), veh- and rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ mice (red circle), and veh- and rh Bri2 BRICHOS R221E-treated WT mice (blue circle). The identities of the genes in the different intersections between the circles are given in the Supplementary Excel file 1.

The 1250 differentially expressed genes (DEGs) in *App*^*NL-G-F*^ mice treated with rh Bri2 BRICHOS R221E were mainly downregulated, while the same treatment of WT mice resulted in 1199 DEGs, and most of them were upregulated (Fig. 6B–D). This indicates that rh Bri2 BRICHOS R221E treatment affects AD-relevant genes that are upregulated in the *App*^*NL-G-F*^ mice vs WT mice. 

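Of the genes at the unadjusted threshold, 70.7% were downregulated by rh Bri2 BRICHOS R221E in *App* NL-G-F mice and 57.5% were upregulated in WT mice. With the replicate number as a block, 43.2% of the DEGs in WT mice were downregulated. The share that was downregulated stayed between 64.5% and 72.0% in *App* NL-G-F mice with any one mouse left out. In WT mice it lay between 34.3% and 52.7%, and it was above 50% without veh-treated WT mouse 1 (52.7%) and without rh Bri2 BRICHOS R221E-treated WT mouse 3 (50.5%). The difference of the treatment effects between the strains was also tested gene by gene. It was at an unadjusted p-value under 0.05 in 2279 genes, with a lower effect in *App* NL-G-F mice in 1472 and a higher one in 807, and at an adjusted p-value under 0.05 from edgeR in 1 gene. With the block these numbers were 2646 and 1.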

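Of the genes downregulated by rh Bri2 BRICHOS R221E in *App* NL-G-F mice at the unadjusted threshold, 471 were upregulated and 226 were downregulated in veh-treated *App* NL-G-F mice relative to veh-treated WT mice. Of the genes upregulated by the treatment, 168 were upregulated and 143 downregulated between the strains. In both directions together, 1008 of the DEGs of the treatment in *App* NL-G-F mice (60.2%) also differed between the strains, against 46.6% of all tested genes and 52.4% of the DEGs of the treatment in WT mice. The veh-treated *App* NL-G-F libraries enter both comparisons, so a deviation in one of these libraries moves a gene in opposite directions in the comparisons.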

The 48/121 DEGs that overlapped between rh Bri2 BRICHOS R221E vs veh treated WT mice and rh Bri2 BRICHOS R221E vs veh treated *App*^*NL-G-F*^ mice and also are differentially regulated in *App*^*NL-G-F*^ vs WT mice (Fig. 6D) represent several different biological processes without known relevance for AD-like pathology (Supplementary Excel file 1). 

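At the unadjusted threshold, 242 genes differed between rh Bri2 BRICHOS R221E and veh in both WT and *App* NL-G-F mice, where 190.3 would be shared by chance among the tested genes (odds ratio 1.37, one-sided Fisher's exact test, p = 2.55e-05). The test treats genes as independent, which they are not. The effects had opposite directions in 209 of the shared genes, with 180 upregulated in WT and downregulated in *App* NL-G-F mice and 29 changed the other way, and the same direction in 33. Of the shared genes, 121 also differed between veh-treated *App* NL-G-F and WT mice. With an astrocyte marker score as a covariate, the alternative that moved this overlap most, 101 genes were shared.

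**Figure D2:**
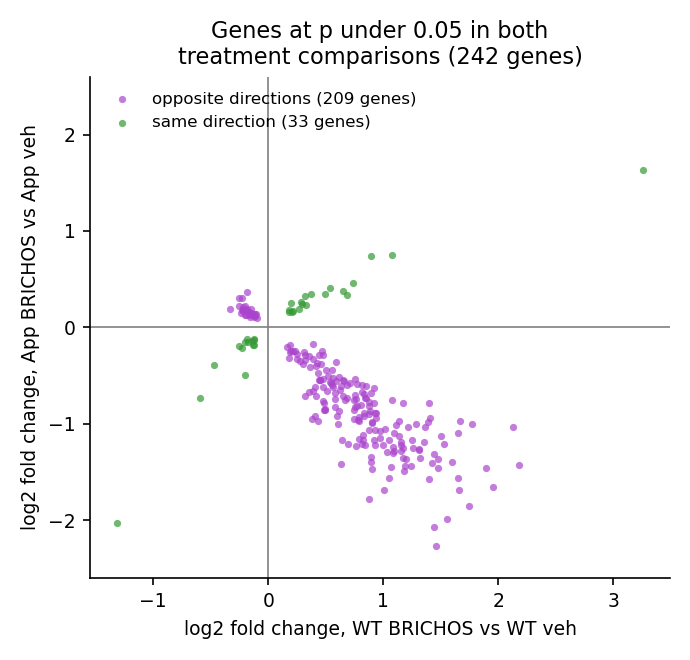
Log2 fold change by rh Bri2 BRICHOS R221E in WT mice (x axis) and App mice (y axis) for the 242 genes at an unadjusted p-value under 0.05 in both comparisons. Each point is a gene, in purple where the directions were opposite (209 genes) and in green where they were the same (33 genes).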

Finally, gene set enrichment analysis [36, 37] of the DEGs between treatment with rh Bri2 BRICHOS R221E or veh in WT mice (Supplementary Fig. 2) showed that many of them were associated with cellular shape and movement processes and membrane channel functions.

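Gene families defined by the prefix of the gene symbol were ranked by log2 fold change between rh Bri2 BRICHOS R221E- and veh-treated WT mice with fgsea, the package the paper names, and the records of the Molecular Signatures Database were not used here. Apart from ribosomal protein genes, the families were chosen after the kinds of term in Supplementary Fig. 2, which came from the same mice and comparison. A shift of these families is therefore no independent support for the paper's result. Of 6 families, 4 were shifted upwards at an adjusted p-value under 0.05. These were axonemal and ciliary genes (60 of 67 tested genes higher after treatment, median log2 fold change 0.86, adjusted p = 3.05e-11, and 9.38e-11 with the replicate number as a block), collagen genes (26 of 33 higher, adjusted p = 1.85e-05, and 4.86e-05 with the block), ion channel genes (65 of 100 higher, adjusted p = 0.000346, and 0.000195 with the block) and immunoglobulin genes (8 of 10 higher, adjusted p = 0.0197, and 0.036 with the block). At the unadjusted threshold, 32 axonemal, 12 collagen, 19 ion channel and 1 of the immunoglobulin genes differed individually. Homeobox genes (20 of 31 higher) had an adjusted p-value of 0.135, and 0.13 with the block. Ribosomal protein genes, a family the paper does not name, had an adjusted p-value of 1 with and without the block, and the direction of their shift changed between alternatives, for example without the filter on low counts. Since fgsea takes the genes of a family as independent, limma's camera test, which allows for correlation between genes, was run as an alternative, and its adjusted p-values were 0.048 for axonemal and ciliary genes, 0.048 for collagen genes, 0.171 for ion channel genes and 0.341 for immunoglobulin genes. The 6 WT libraries were also regrouped into all 10 splits of 3 against 3. In 7 of them, the real one included, the enrichment of axonemal and ciliary genes was as large in either direction. A marker score of ependymal cells was 1.334 log2 CPM higher in the treated WT mice, without overlap between the groups. RNA of other cells in the isolate may therefore contribute to these shifts.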

### Rh Bri2 BRICHOS R221E treatment of *App*^*NL-G-F*^ mice affects the expression of AD-related genes in microglia

To further analyse the DEGs in *App*^*NL-G-F*^ mice as a result of rh Bri2 BRICHOS R221E treatment compared to veh (Fig. 6B, D), we performed a cluster heatmap analysis of the 100 most altered of these genes (Fig. 7). These 100 genes were selected based on the lowest *p*-values of fold changed expression between *App*^*NL-G-F*^ rh Bri2 BRICHOS R221E and *App*^*NL-G-F*^ veh groups. 

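Of the 100 genes with the lowest p-values between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, 91 were downregulated and 9 upregulated by the treatment. Of the 100 genes in Fig. 7, 37 were among them. The number was 34 with DESeq2's Wald test on only the compared groups, and 54 with all libraries in that fit.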

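Of the 100 genes that the heatmap shows, 99 passed the filter on low counts, and *Ppp1r14c* did not. All 99 had an unadjusted p-value under 0.05 between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, with 95 lower and 4 higher after treatment and a median log2 fold change of -1.16 (from -2.2 to 1.08). None had an adjusted p-value under 0.05 over all tested genes, and all 99 did when only the list was adjusted for, which shows no stability because the list was chosen on the same mice. Relative to veh-treated WT mice, 64 of the 99 differed in veh-treated *App* NL-G-F mice at the unadjusted threshold (58 higher and 6 lower, and the same numbers with the replicate number as a block). After treatment, 38 differed from veh-treated WT mice, 7 higher and 31 lower (40 with the block, 6 higher and 34 lower).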

Inspection of the heatmap in Fig. 7 shows that many of the DEGs in *App*^*NL-G-F*^ mice as a result of rh Bri2 BRICHOS R221E treatment appear to change their expression levels towards normalization, i.e. they approach the levels observed in WT mice treated with either rh Bri2 BRICHOS R221E or veh. Indeed, 57 of the 100 DEGs in Fig. 7 (marked as reverted) fulfilled the criteria that they showed (i) increased expression in veh-treated *App*^*NL-G-F*^ mice compared to veh-treated WT mice, and (ii) altered expression in rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ mice so that the expression levels approached that in veh-treated WT mice. 

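In the edgeR fit, 21 of the 100 genes with the lowest p-values were higher in veh-treated *App* NL-G-F than WT mice at an unadjusted p-value under 0.1 and lower after treatment, and 13 of these are among the 57 genes of the paper. Of the 99 tested genes in the heatmap, 59 met both criteria. The number among the 100 lowest p-values depended on single *App* NL-G-F mice. Of the veh-treated ones, it was 5 without mouse 1, 17 without mouse 2 and 69 without mouse 3. Of the rh Bri2 BRICHOS R221E-treated ones, it was 35 without mouse 1, 14 without mouse 2 and 21 without mouse 3. It was 42 with DESeq2's Wald test on only the compared groups, and 5 with an astrocyte marker score as a covariate.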

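Of the 57 genes marked as reverted, 56 were tested. All 56 were higher in veh-treated *App* NL-G-F than in veh-treated WT mice at the unadjusted threshold, also with the replicate number as a block, with a median log2 fold change of 1.32 (from 0.27 to 4.03). All 56 were lower after treatment, with a median log2 fold change of -1.28 (from -2.2 to -0.29), and 0 of them had an adjusted p-value under 0.05 from edgeR over all tested genes. These genes were selected on the same mice for this pattern. Between rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice and veh-treated WT mice, 29 were higher and 27 lower, with a median log2 fold change of 0.06. The difference was at an unadjusted p-value under 0.05 in 4 genes, all of them still higher than in veh-treated WT mice, and these 4 also had an adjusted p-value under 0.05 over all tested genes, as 2 did over the list alone. They were *Aspg*, *Igfbp5*, *Slc7a11* and *Dhrs1*, with log2 fold changes of 1.83, 1.5, 1.08 and 0.32 against 4.03, 2.61, 2.35 and 0.61 before treatment. *Aspg* rests on 13 to 19 counts after treatment and 2 to 6 in WT mice. Equally numbered libraries of these groups had a mean correlation of 0.189, and 4 genes also differed with the block. With an astrocyte marker score as a covariate in the fit, 14 of the 57 genes differed between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice at the unadjusted threshold. A gene that did not differ at this threshold is not shown to be equal, since the levels of the treated mice varied widely. For *Clu*, which did not differ, they lay between 123.7 and 346 CPM.

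**Figure D3:**
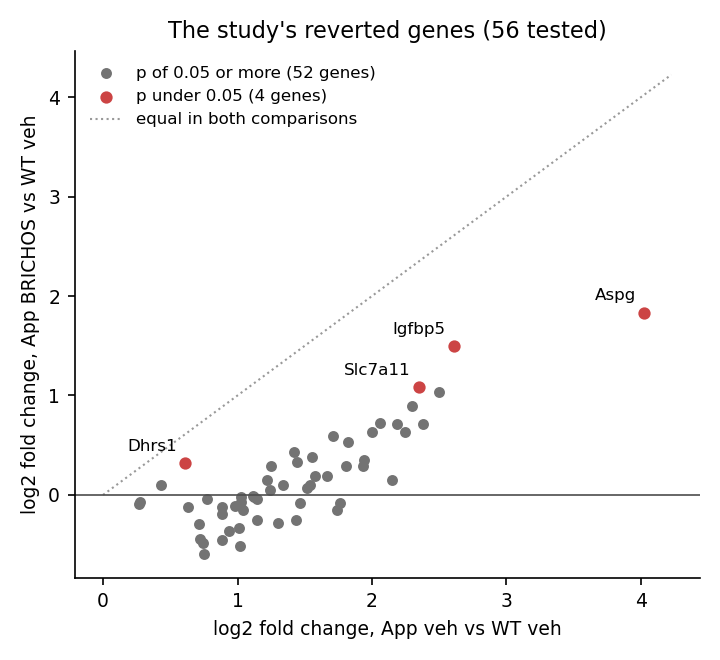
Log2 fold change relative to veh-treated WT mice in veh-treated (x axis) and rh Bri2 BRICHOS R221E-treated (y axis) App mice for the 56 tested genes that the paper marks as reverted. Each point is a gene, in red for the 4 genes with an unadjusted p-value under 0.05 after treatment, and the dotted line marks equal values.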

Bar charts of the expression levels of these 57 genes in the four different treatment groups (Supplementary Fig. 3) show that in all cases the expression levels after rh Bri2 BRICHOS R221E treatment of *App*^*NL-G-F*^ mice were fully reverted to the levels in the veh-treated WT mice. Moreover, for essentially all of these 57 genes the expression levels were the same for rh Bri2 BRICHOS R221E- and veh-treated WT mice, corroborating the conclusion from analyses of the DEGs shown in Fig. 6 that rh Bri2 BRICHOS R221E treatment largely affects DEG´s between *App*^*NL-G-F*^ and WT mice. 

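Between rh Bri2 BRICHOS R221E- and veh-treated WT mice, 52 of the 56 tested genes were higher and 4 lower after treatment, with a median log2 fold change of 0.39 (from -0.17 to 1.40). At the unadjusted threshold 7 genes differed, *Aass*, *Ezr*, *Fstl1*, *Pfkp*, *Plce1*, *Prrx1* and *Sdc2*, all of them higher. With the replicate number as a block there were 6. None had an adjusted p-value under 0.05, whether over all tested genes or over the list. *Ezr* rose from 34.61 ± 11.1 to 63.32 ± 13.0 CPM, a log2 fold change of 0.88, while it was at 59.08 ± 11.4 CPM in veh-treated *App* NL-G-F mice. The number was 22 with DESeq2's Wald test on only the compared groups. From the DEGs in Fig. 6, the paper concludes that rh Bri2 BRICHOS R221E largely acts on DEGs between *App* NL-G-F and WT mice. It takes the equal levels it describes for these genes in treated and untreated WT mice as further evidence for that conclusion.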

Next, we searched references to these 57 genes within the existing literature on genes relevant for AD or for Aβ aggregation or toxicity. This revealed that 20 of the 57 genes had been concluded to be relevant for the pathogenesis of AD and/or for Aβ aggregation or toxicity (Supplementary Table 1).

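All 20 of these genes were tested. Relative to veh-treated WT mice, each was higher in veh-treated *App* NL-G-F mice, with a median log2 fold change of 1.19 (from 0.27 to 2.61) and an adjusted p-value under 0.05 from edgeR. Treatment of *App* NL-G-F mice lowered each of them at the unadjusted threshold, by a median log2 fold change of -1.14 (from -1.54 to -0.36). After treatment, *Igfbp5* and *Slc7a11* still differed from veh-treated WT mice. In WT mice, rh Bri2 BRICHOS R221E raised 4 of the 20 at the unadjusted threshold with and without the replicate number as a block, 1 of them with an adjusted p-value under 0.05 over the list and 0 over all tested genes.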

**Fig. 7:**
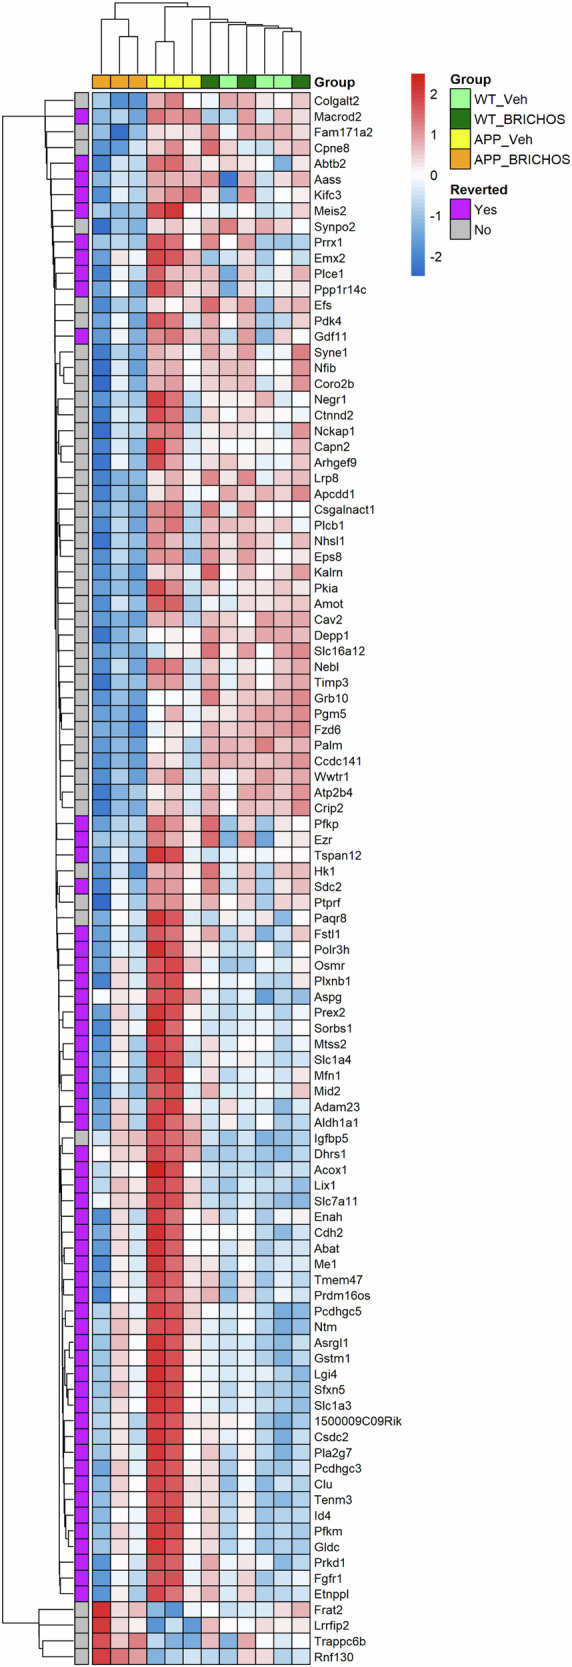
Effects of Rh Bri2 BRICHOS R221E treatment on gene expression. Heatmap for all four treatment groups for the 100 top differentially expressed genes (DEGs) between rh Bri2 BRICHOS R221E- and vehicle (veh)-treated *App*^*NL-G-F*^ (App) and WT mice. The genes were selected based on *p*-values for changed gene expression between *App*^*NL-G-F*^ mice given veh or BRICHOS, with the gene order determined by the clustering outcome. The genes reverted by rh Bri2 BRICHOS R221E treatment are further analysed in Supplementary Fig. 3 and discussed in the text. A row-based pseudo-scale has been used for the heatmap colouring, with the highest expression in red and the lowest in blue. *n* = 3 mice/group. Heat colouring is shown as | log2fold change | ≥1 and *p* < 0.05.

### Comparison of genes affected by rh Bri2 BRICHOS R221E treatment with plaque-induced genes and genes specific for subpopulations of microglia

Next, we compared the 1250 microglial DEGs identified between treatment with rh Bri2 BRICHOS R221E or veh in *App*^*NL-G-F*^ mice (Fig. 6B, D) with those identified in previously published studies of genes and microglial populations found to be relevant in AD and AD model mice (Fig. 8). Chen et al. [33] identified so-called plaque-induced genes (PIGs) that were found to be relevant both for *App*^*NL-G-F*^ mice and human AD. 

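The lists of genes in Fig. 8 name 46 of the plaque-induced genes, and all 46 were tested. The legend describes the lists as genes in intersections of the circles, which include the paper's DEGs from the same mice. How many of the listed genes differ between the strains is therefore at least partly set by this selection. Each differed between veh-treated *App* NL-G-F and WT mice with an adjusted p-value under 0.05, 43 of them upregulated and 3 downregulated, and the same 43 and 3 passed the unadjusted threshold with the replicate number as a block. Between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, 11 differed at the unadjusted threshold. The treatment lowered *Clu*, *Gfap*, *Igfbp5* and *Prdx6* and raised *Ctsh*, *Ctsz*, *Cyba*, *Fcer1g*, *Gpx4*, *Hexa* and *Tyrobp*. None of the 46 had an adjusted p-value under 0.05, whether over all tested genes or over the list. In this comparison 42 of the 46 had a log2 fold change above 0, with a median of 0.12. DESeq2's Wald test with all libraries found 24 genes at the unadjusted threshold, and a fit with an astrocyte marker score as a covariate 2. In WT mice, 5 of the 46 differed between rh Bri2 BRICHOS R221E and veh, 2 higher and 3 lower, and 13 with the block, 2 higher and 11 lower.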

Four of the 53 PIGs [33] were found among the 1250 DEGs in *App*^*NL-G-F*^ mice treated with rh Bri2 BRICHOS R221E vs veh as well as in the *App*^*NL-G-F*^ vs WT mice treated with veh (Fig. 8A). 

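*Clu* (ENSMUSG00000022037, chromosome 14 from 65968483 to 65981547) was at 148 ± 36.7 CPM in veh-treated WT mice, 615.9 ± 266 CPM in veh-treated *App* NL-G-F mice and 243.6 ± 112 CPM in rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice. *Gfap* (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912) was at 35.72 ± 2.57, 627.8 ± 271 and 265.6 ± 132 CPM, *Igfbp5* (ENSMUSG00000026185, chromosome 1 from 72857932 to 72874884) at 17.12 ± 1.69, 104.4 ± 25.0 and 48.31 ± 18.9 CPM, and *Prdx6* (ENSMUSG00000026701, chromosome 1 from 161240112 to 161251219) at 47.49 ± 4.99, 183.8 ± 61.3 and 116.1 ± 11.6 CPM. The log2 fold changes between the veh-treated strains were 2.06, 4.14, 2.61 and 1.95 with adjusted p-values from edgeR of 0.00265, 1.74e-05, 2.42e-05 and 4.22e-05, and 2.08, 4.08, 2.62 and 1.93 with the replicate number as a block. Treatment of *App* NL-G-F mice changed them by -1.34 (standard error 0.411), -1.24 (0.375), -1.12 (0.262) and -0.66 (0.216) on the log2 scale, with unadjusted p-values of 0.00729, 0.00659, 0.00124 and 0.0103 and adjusted p-values of 0.294, 0.294, 0.29 and 0.319. The treated and untreated *App* NL-G-F mice overlapped in the levels of *Clu*, *Gfap* and *Prdx6*, and did not in that of *Igfbp5*. Without veh-treated *App* NL-G-F mouse 3, in which *Gfap* was at 324.2 CPM against 846.7 and 712.5 CPM in the others, the effect on *Gfap* was -1.64, the largest with any mouse left out. The smallest effect on *Gfap* with a mouse left out was -0.90. Relative to veh-treated WT mice, *Gfap*, *Igfbp5* and *Prdx6* remained higher after treatment, with log2 fold changes of 2.90, 1.5 and 1.29 and adjusted p-values of 0.000164, 0.00116 and 0.000747, and 2.84, 1.47 and 1.29 with the block. For *Clu* the remaining difference was 0.72 (adjusted p = 0.186), and 0.68 with the block. The astrocyte marker score changed by -1.297 with the treatment of *App* NL-G-F mice, with overlap between the groups (exact permutation test, p = 0.2). Over the *App* NL-G-F libraries it had the same order as the level of *Gfap*, which the paper calls an astrocyte marker. The decreases of these genes therefore cannot be told apart from a lower share of astrocyte RNA in the isolate, which may follow from the treatment.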

Bar charts of the expression levels of these four genes (*Clu*, *Gfap*, *Igfbp5*, and *Prdx6*) in the four different treatment groups (Fig. 8A) show that they are upregulated in *App*^*NL-G-F*^ vs WT mice, and, except for *Prdx6*, significantly downregulated by treatment with rh Bri2 BRICHOS R221E towards the levels seen in veh-treated WT mice, while the treatment of WT mice caused no change in the expression levels.

**Fig. 8:**
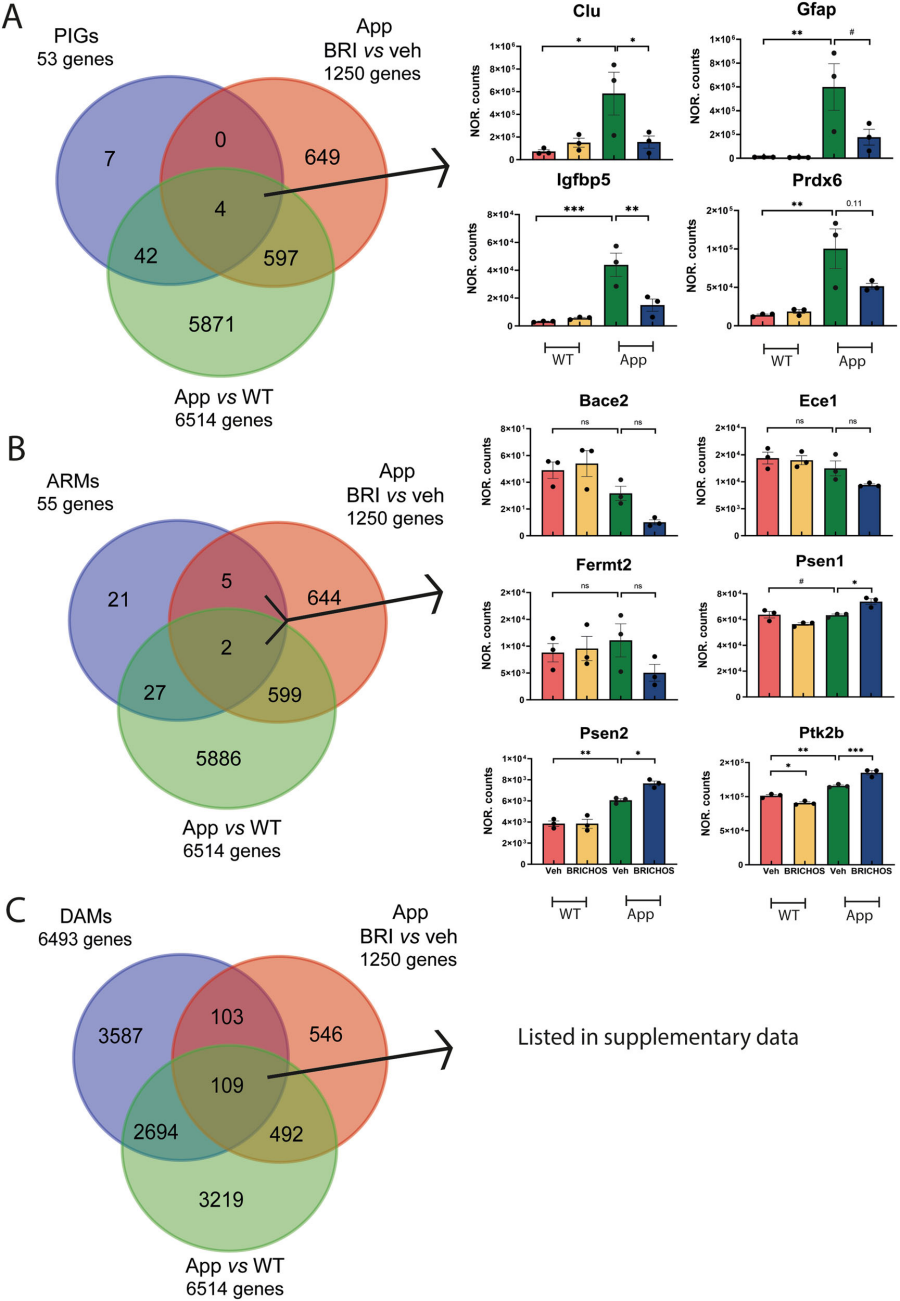
Genes affected by rh Bri BRICHOS R221E treatment in relation to plaque-induced genes and genes in microglia subpopulations. Venn diagrams illustrating differentially expressed genes (DEGs) in the vehicle (veh)-treated WT and *App*^*NL-G-F*^ (App) mice (green circle), veh- and rh Bri2 BRICHOS R221E-treated *App*^*NL-G-F*^ mice (red circle), and **A** plaque-induced genes (PIGs, blue circle); **B** activated response microglia genes (ARMs, blue circle); and **C** disease-associated microglia genes (DAMs, blue circle). Histograms of normalized (NOR) counts for the four treatment groups of genes in the indicated intersections for panels (**A**, **B**) are shown to the right. For panel **C**, the genes in the indicated intersection are identified in Supplementary Excel file 2, together with genes in intersections from panels (**A**, **B**). See main text for details. *n* = 3 mice/group, one-way ANOVA test and Tukey’s test were used for statistical analysis. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, 0.05 < ^#^*p* < 0.1.

The expression patterns of the four PIGs affected by rh Bri2 BRICHOS R221E in Fig. 8A may indicate that rh Bri2 BRICHOS treatment affects the plaques so that the release of compounds that can activate microglia is reduced, which would be in accordance with the ability of rh Bri2 BRICHOS R221E to block fibril surface catalysed generation of toxic Aβ_42_ species [38, 39]. 

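*Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) was at 20020 ± 1250 CPM in veh-treated *App* NL-G-F mice, against 1775 ± 156 CPM in veh-treated WT mice, a log2 fold change of 3.495 (standard error 0.106, adjusted p = 2.21e-09 from edgeR's quasi-likelihood test), and of 3.5 with the replicate number as a block. In rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice it was at 22870 ± 1190 CPM, 14.2% higher than with veh (unadjusted p = 0.0705, adjusted p = 0.517). *Trem2* was 12.1% higher, at 2836 ± 173 CPM (unadjusted p = 0.0509, adjusted p = 0.463). With the replicate number as a block, the unadjusted p-values from edgeR were 0.0154 for *Apoe* and 0.00328 for *Trem2*, under the paper's threshold. The adjusted p-values with the block were 0.295 and 0.254. Equally numbered libraries of these groups had a mean correlation of 0.0801, under the 0.1 above which the block result is otherwise given. Each rh Bri2 BRICHOS R221E-treated *App* NL-G-F mouse had higher levels of both genes than each veh-treated *App* NL-G-F mouse (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With any one mouse left out, the log2 fold change stayed between 0.14 and 0.22 for *Trem2*, with an unadjusted p-value under 0.05 in 2 of the 6 fits, and between 0.16 and 0.24 for *Apoe*, with 1 of the 6.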

The expression levels of the PIGs *Trem2* and *ApoE*, both known to be associated with risk of developing AD, were increased in *App*^*NL-G-F*^ mice compared to WT mice, and treatment with rh Bri2 BRICHOS R221E resulted in a further increase, ca. 20% (Supplementary Fig. 4). The effects of rh Bri2 BRICHOS R221E on *Trem2* and *Apoe*, as on *Clu, Gfap, Igfbp5* and *Prdx6* are likely related to the AD-like pathology in the *App*^*NL-G-F*^ mice, since rh Bri2 BRICHOS R221E treatment of WT mice caused no changes in *Clu, Gfap, Igfbp5* and *Prdx6*, *Trem2* or *Apoe* expression levels (Fig. 8A and Supplementary Fig. 4). 

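In WT mice, *Apoe* was at 2322 ± 192 CPM after rh Bri2 BRICHOS R221E treatment, 30.8% above veh (log2 fold change 0.39, standard error 0.0965, unadjusted p = 0.0019, adjusted p = 0.239), without overlap between the groups. With the replicate number as a block the log2 fold change was 0.39 and the adjusted p-value 0.101. *Trem2* was at 843.1 ± 62 CPM, 8.08% below veh (log2 fold change -0.12, unadjusted p = 0.136, adjusted p = 0.585), and with the block its unadjusted p-value from edgeR was 0.017, under the paper's threshold, and its adjusted p-value 0.259. The log2 fold changes of *Clu*, *Igfbp5*, *Prdx6* and *Gfap* in WT mice were 0.72, 0.57, 0.28 and -0.27, with adjusted p-values between 0.463 and 0.851 from edgeR, and 0.74, 0.59, 0.30 and -0.27 with the block. The rh Bri2 BRICHOS R221E- and veh-treated WT mice did not overlap in the level of *Igfbp5*, which was 48.5% higher (unadjusted p = 0.0623 from edgeR), and overlapped in those of the other 3 genes. Standard errors were 0.222 to 0.409 on the log2 scale.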

Analysis of rh Bri2 BRICHOS R221E treatment effects on ligand-receptor pathways [40] (Supplementary Fig. 5) showed that receptor-mediated endocytosis and innate immunity pathways were affected in *App*^*NL-G-F*^ mice, while in WT mice the effects were linked to several different processes. Taken together, these results suggest that rh Bri2 BRICHOS R221E treatment may enhance the microglial response to amyloid deposits, promoting a more effective clearance, while at the same time mitigating overall microglial activation as seen by reduced staining for Iba1 (Fig. 4).

Activated response microglia (ARMs) [35] have been defined as a subpopulation that expresses known AD risk genes. 

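The lists of genes in Fig. 8 name 34 of the ARM genes, of which 33 were tested. As with the plaque-induced genes, the lists hold intersections with the paper's DEGs from the same mice. The numbers that differ are therefore at least partly set by this selection. Between veh-treated *App* NL-G-F and WT mice 28 differed at the unadjusted threshold, 16 upregulated and 12 downregulated, and 29 with the replicate number as a block. Between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice 8 differed, among them *Clu*, *Ece1*, *Fermt2* and *Bace2*, which were downregulated, and *Psen2*, *Ptk2b* and *Tyrobp*, which were upregulated. None of the 33 had an adjusted p-value under 0.05, over all tested genes or over the list. Without the filter on low counts, 13 ARM genes differed at the unadjusted threshold, in place of 8. In WT mice 9 differed between rh Bri2 BRICHOS R221E and veh, 3 higher and 6 lower, and 12 with the block, and *Ide*, *Apoe*, *H2-Eb1* and *Vkorc1* had an adjusted p-value under 0.05 over the list and 0 genes did over all tested genes.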

Of the 1250 DEGs in *App*^*NL-G-F*^ mice treated with rh Bri2 BRICHOS vs veh, seven overlapped with ARMs (Fig. 8B). 

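Of *Ece1*, *Ptk2b*, *Psen2*, *Fermt2* and *Bace2*, only *Ptk2b* and *Psen2* differed between veh-treated *App* NL-G-F and WT mice, with log2 fold changes of 0.13 (standard error 0.0396, adjusted p = 0.021) and 0.46 (standard error 0.0966, adjusted p = 0.0033), and of 0.13 and 0.46 with the replicate number as a block. For *Ece1*, *Fermt2* and *Bace2* the log2 fold changes were -0.14, 0.22 and -0.46, with adjusted p-values of 0.277, 0.624 and 0.311 from edgeR, and their adjusted p-values were between 0.283 and 0.482 with the block. Treatment of *App* NL-G-F mice raised *Ptk2b* from 206.2 ± 2.00 to 226.8 ± 3.84 CPM and *Psen2* from 26.62 ± 0.771 to 30.96 ± 0.879 CPM, away from the levels of 188.1 ± 3.66 and 19.39 ± 1.53 CPM in veh-treated WT mice. *Ece1* fell by 18.7%, *Fermt2* fell by 42.8% and *Bace2* fell by 60.1%. *Bace2* rests on 8 to 12 counts in veh-treated and 3 to 5 counts in treated *App* NL-G-F mice, and of the 6 fits that left out one mouse, the effect passed the unadjusted threshold in 1 for *Psen2*, in 2 for *Fermt2*, in 5 for *Ece1* and in 6 for *Ptk2b* and *Bace2*.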

*Clu* is found among these genes, but three of the remaining six genes were not up- or down-regulated in *App*^*NL-G-F*^ vs WT mice, and none of them was normalized in *App*^*NL-G-F*^ mice after treatment with rh Bri2 BRICHOS R221E (Fig. 8B).

Finally, disease-associated microglia (DAMs) represent a population that can restrict neurodegeneration in AD and AD model mice [41]. Of the 1250 DEGs in *App*^*NL-G-F*^ mice treated with rh Bri2 BRICHOS vs vehicle, 212 (17%) overlap with DAMs (Fig. 8C and Supplementary Excel file 2). *Clu*, but none of the other PIGs affected by rh Bri2 BRICHOS R221E are found among these 212 genes (Supplementary Excel file 2).

## Discussion

Early diagnosis of AD presents a challenge due to the subtle nature of symptoms, often initially attributed to normal ageing. Consequently, AD is typically identified in its later stages, when individuals begin to undergo noticeable cognitive decline and memory impairment [42]. In the current study, we explored intravenous administration of rh Bri2 BRICHOS R221E in a late-stage AD mouse model. The results revealed improvements across various AD-related parameters, encompassing reduction in Aβ plaque deposition, and mitigated overall astro- and microgliosis, as well as modulation of AD-relevant microglial gene expression. The BRICHOS domain, in particular rh Bri2 BRICHOS R221E, thus emerges as a compelling candidate for the treatment of AD, holding promises also against the challenges posed by late-stage pathology.

The recent positive treatment effects in phase III clinical trials using monoclonal antibodies [2] suggest that the approach to target Aβ represents a valid strategy for treating AD, particularly in its early stages. The BRICHOS domain has been demonstrated to inhibit Aβ from forming amyloid fibrils by binding to the fibril surface, affecting secondary nucleation, a major pathway for generating neurotoxic amyloid oligomers [27, 30, 31, 43]. Reactive astrocytes and microglia are frequently observed in close vicinity to Aβ plaques in cases of AD [44–47]. The intrinsic pro-inflammatory properties of Aβ, coupled with its neurotoxic effects, lead to persistent activation of microglia, astrocyte proliferation, and a continuous release of inflammatory factors. This, in turn, contributes to further Aβ production [11]. Rh Bri2 BRICHOS R221E was shown to reduce plaque load and neuroinflammation, and to improve memory and cognition when starting the treatment at 3 months of age in *App*^*NL-G-F*^ mice [24]. Importantly, our current study markedly expanded the potential treatment window of rh Bri2 BRICHOS R221E to advanced AD stages.

Microglia participate in brain inflammation and are instrumental in the clearance of cellular debris [48, 49]. Genome-wide association studies (GWAS) revealed that a majority of AD risk genes are predominantly or exclusively expressed in microglia [50], suggesting that microglia play a significant role in AD development. Despite the advantageous functions of microglia, such as phagocytosis of Aβ, their excessive or unmanaged activation and proliferation can lead to the release of pro-inflammatory mediators, thereby contributing to neuronal cell death [11] and induction of Aβ production [51]. Here we show that treatment with rh Bri2 BRICHOS R221E resulted in an overall reduction in microglial activation, as evidenced by Iba1 immunohistochemistry, as well as altered expression levels of several PIGs.

The normalisation of expression of *Clu, Gfap, Igfbp5* and *Prdx6* by treatment with rh Bri2 BRICHOS R221E is noteworthy. The risk of developing AD is associated with common polymorphisms within the human clusterin gene (*CLU*) [52, 53]. Clusterin, also known as apolipoprotein J (ApoJ), can bind Aβ and affect its solubility, thereby preventing the formation of amyloid fibrils [54–56], suggesting that it is protective against amyloid-mediated neurotoxicity [57]. CLU upregulation may play a protective function [52, 58–60], but a correlation between increased CLU and brain atrophy and rapid clinical progression in AD patients [61] has also been observed. GFAP, suggested as a blood-based biomarker of AD [62], is upregulated in reactive astrocytosis, and a component of the neuropathological alterations seen in AD [63]. Plasma GFAP concentrations are elevated in individuals with AD or at risk of developing AD, and the levels apparently correlate with cognitive impairment [64–68]. Moreover, a close association between the concentration of GFAP in plasma and the decline in cognitive function in patients with AD has been observed [64, 65, 69, 70]. Further studies are needed of the gene expression patterns in other cells and brain areas than the cortical microglia now analysed. It will also be important to find out whether any of the gene expression changes detected here, in particular down-regulation of *Gfap*, is associated with altered GFAP levels in plasma or CSF. Insulin-like growth factor binding protein 5 (IGFBP-5) has been found to be upregulated in the hippocampus and cortex of an AD mouse model and in the cerebrospinal fluid of AD cases [71, 72]. This could contribute to neurodegeneration through oxidative stress, Aβ toxicity, and tauopathy [73, 74], and IGFBP-5 may influence AD pathology *via* direct interactions with Aβ [75]. Finally, peroxiredoxin-6 (PRDX6) has antioxidative effects and its expression is upregulated in AD [76]. The expression levels of *Prdx6* in mouse models were observed to correlate with the recruitment of astrocytes and microglia to Aβ plaques, the infiltration of these plaques by activated astrocytes, and the phagocytic activation of periplaque microglia [77].

In addition to *Clu*, *Gfap*, *Igfbp5*, and *Prdx6*, rh Bri2 BRICHOS R221E treatment also affected the expression of *Trem2* and *ApoE*. It is interesting to note that activation of the TREM2-ApoE pathway was found to shift microglia towards a phagocytic state with activity against neuritic amyloid plaques and apoptotic neurons [78], and that the ApoE3 isoform was more efficient in increasing *TREM2* expression and in mounting an Aβ-induced microglial response compared to the ApoE4 isoform, which is associated with increased risk of developing AD [79]. Moreover, it was recently shown that Bri2 BRICHOS and TREM2 proteins interact in transfected cells and that deletion of Bri2 (*ITM2B*) expression reduces phagocytosis similarly to a pathogenic *TREM2* variant [80]. The activities of phagocytosis clearance of the tissue and downregulating inflammation are generally considered part of the resolution of inflammation, see [81, 82]. Failure in this process leads to chronic inflammation, which is known as part of AD pathology [83, 84], and there are indeed experiments indicating that the resolution of inflammation is disturbed in AD [85–89]. The data presented herein suggest that that rh Bri2 BRICHOS R221E treatment enhances the microglial response to amyloid deposits, and at the same time mitigates overall microglial activation. The basis and implications of these observations require further studies.

## Materials and methods

### Animals

*App*^*NL-G-F*^ mice [28] and their background strain C57BL/6J (Jackson Laboratory, Bar Harbour, ME, USA) were maintained in temperature-controlled environments with a regular 12-h light/12-h dark cycle and with free access to food and water. The experiment was performed on male mice.

### Treatments

Forty male *App*^*NL-G-F*^ and forty WT mice were randomly selected and equally divided into four groups. The mice were treated for 12 weeks with i.v. injections of PBS (vehicle) or rh Bri2 BRICHOS R221E (10 mg/kg, *n* = 10/group) twice a week (total of 24 injections) starting from the age of 9 months. The mice were anaesthetized with 2% isoflurane by inhalation in a plastic induction chamber for a short period of time necessary to administer the i.v. injection.

After twelve weeks of treatment, and another four weeks without treatment as used in previous studies [24] the mice were anaesthetized and perfused intracardially with physiological saline. The brains were dissected out and divided into hemispheres. The left hemispheres were further dissected into the olfactory bulb, hippocampus, cerebral cortex, brain stem and cerebellum, frozen in dry ice and stored at −80 °C for biochemical analyses. The right hemispheres were fixed in 4% paraformaldehyde (PF) in 0.1 M phosphate buffer and stored at +4 °C for immunohistochemical analysis. The experimenters performing the analyses were blinded to the nature of the intervention group the sample originated from.

### Rh Bri2 BRICHOS R221E protein expression and purification

A gene coding for human Bri2, residues 113–231, with Arg at position 221 replaced with Glu, referred to as Bri2 BRICHOS R221E, was fused to a gene fragment coding for the NT^*^ solubility tag followed by a thrombin cleavage site, and expressed in Shuffle T7 *Escherichia coli* cells as described previously [27]. Shuffle T7-competent *E. coli* cells were cultured at +30 °C in lysogeny broth (LB) medium supplemented with 15 μg/mL kanamycin. The temperature was lowered to +20 °C after the optical density at 600 nm (OD600) reached 0.8–1.0, and after adding 0.5 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) the cells were incubated overnight. The cells were collected and resuspended in 20 mM Tris-HCl (pH 8.0). The cells were lysed with a 5-min sonication on ice (2 s on, 2 s off, 65% power), followed by centrifugation at +4° (24,000×*g*) for 30 min. The resulting supernatant with target proteins was purified with an immobilized metal affinity chromatography (IMAC) column (Ni Sepharose 6 Fast Flow; GE Healthcare, UK) equilibrated with 20 mM Tris-HCl (pH 8.0). The fusion protein was eluted with 300 mM imidazole in 20 mM Tris-HCl (pH 8.0) and dialysed against 20 mM Tris-HCl (pH 8.0) overnight in a cold room. Subsequently, the NT*-Bri2 BRICHOS R221E fusion proteins were incubated with thrombin (1:600 enzyme-to-substrate weight ratio, Merck) for 72 h at +4 °C and applied onto a second IMAC column to remove the His_6_-NT^∗^ tag. The monomeric rh Bri2 BRICHOS R221E fractions were isolated using an ÄKTA system (GE Healthcare, UK) and a Superdex 75 PG column (GE Healthcare, UK). The resulting monomeric R221E proteins were dialysed against filtered and autoclaved PBS (pH 7.4), concentrated to the required concentration (~2 mg/mL), and filtered through a 0.2 μm Millex-GV filter (Merck Millipore, Ireland). Coomassie staining after SDS-PAGE was used to assess the final purity of rh monomeric Bri2 BRICHOS R221E.

### Immunohistochemistry

Following dissection, the right brain hemispheres were placed in 4% PF and kept at +4 °C overnight. Next, the tissues were soaked in 30% sucrose for 24 h and then moved to a cryoprotectant solution and stored at −20°C. The brain hemispheres were cut in the coronal plane using a Leica cryostat to obtain 20 μm thick sections, which were stored free-floating in the cryoprotectant at −20 °C until further processing. The sections were transferred into 24-well plates with 0.01 M PBS and after three washes they were incubated for 20 min with PBS containing 0.3% Triton X-100 at room temperature (RT). Following another PBS wash, the sections were blocked for 30 min in a solution containing 0.1% Triton X-100 in PBS (PBST) and 5% normal donkey or goat serum. The sections were then incubated overnight at +4 °C with primary antibodies. Normal donkey serum in the absence of primary antibodies was used as a negative control. After a PBS wash, the sections were incubated with secondary antibodies for one h at RT. After three washes in PBST, the sections were mounted with an anti-fading mounting medium (ProLong™ Glass Antifade Mountant, Catalogue No. P36984). The primary and secondary antibodies used are listed in Supplementary Tables 2 and 3.

### Image analysis

Images in four regions were analysed: hippocampus (approximately 1000–3800 µm posterior to bregma in the mouse brain), retrosplenial cortex (1000–2500 µm posterior to bregma), auditory cortex (around 2500–3800 µm posterior to bregma) and olfactory cortex hippocampal level (around 2800–4500 µm anterior to bregma) in coronal sections.

Images of the entire hippocampus were captured at 4× magnification and analysed for Iba1 and GFAP staining. The cortex regions, DG, and the CA2 and CA3 regions were captured at 10× and analysed for Bri2 and Aβ staining. A Nikon Eclipse microscope (Eclipse E800, Nikon, Japan) was used to capture the images. Three consecutive sections per animal were stained and subjected to quantitative analysis using Image J software (NIH, MD, USA). Background fluorescence values from negative controls (only stained with secondary antibodies) were subtracted from all images. The lowest threshold for detection of fluorescence signal from samples stained with primary and secondary antibodies was then manually determined for 20 images, including all treatment groups, and averaged. The area (in per cent of the total image area) that showed fluorescence above this threshold was averaged for three consecutive sections per animal. For each group, 6–7 animals were analysed.

Colocalization of GFAP and Aβ staining was quantitatively assessed using Image J software. Image adjustments for brightness, contrast and threshold were uniformly applied to sections double-stained with antibodies specific to GFAP and Aβ. These images were of identical dimensions and represented the same anatomical region. Subsequently, the GFAP-stained image was pseudo-coloured green and the Aβ-stained image red. Merging of these images resulted in a composite wherein areas of GFAP and Aβ colocalization appeared yellow. The percentage of the total area that showed yellow colour was then determined as for the single stainings described above, and plotted as per cent of colocalization.

### Protein extraction

Soluble and insoluble protein fractions were extracted from the hippocampus and cerebral cortex. Fresh-frozen brain samples were mechanically homogenised by a 3-step extraction protocol. TRIS-buffered saline (TBS) (20 mM Tris-HCl, 150 mM NaCl, pH 7.4) containing cocktails of phosphatase and protease inhibitors (Chemical Co., Stockholm, Sweden, and Thermo Fisher Scientific, Stockholm, Sweden, respectively) was used for homogenization of the tissues. The supernatant was collected as a TBS fraction after centrifugation (56,000 rpm, +4 °C, 20 min). The remaining pellet was homogenised in TBST (TBS containing 1% Triton X-100) and centrifuged (56,000 rpm, +4 °C, 20 min). The supernatant was collected as a TBST fraction. The remaining pellet was sonicated (15 s on, 15 s off, 15 s on, 15 s off, 20% power) in 80% formic acid and centrifuged (56,000 rpm, +4 °C, 20 min), and the resulting supernatant collected as a formic acid fraction.

### Microglia and RNA isolation

Papain dissociation kits (Worthington, Catalogue. No. LK003178) along with magnetic cell isolation were used to isolate CD11b-positive microglia from cerebral cortex samples [90] according to the manufacturer’s instructions. The cortical tissue was minced and incubated in papain enzyme solution at +37 °C for 40 min to digest the connective tissue. A single-cell pellet was collected by density gradient centrifugation. The cells were filtered through 70 μm cell strainers, incubated with magnetic beads conjugated with anti-CD11b antibodies and the CD11b-positive microglia were isolated. The microglial cells were suspended in RNA*later* solution (Thermo Fisher, Catalogue No. AM7020) and stored at −80 °C until used.

The RNeasy micro kit (Qiagen, Germany) was used to isolate and purify RNA from the isolated microglia. Procedures were performed according to the manufacturer’s specifications. The quality and purity of the RNA was measured photometrically.

### RNA-sequencing

Adaptor and read quality trimming were performed by Cutadapt (v3.5). Using MultiQC (v1.14) and FastQC (v0.11.8), the quality of the samples was evaluated. STAR (v2.7.9d) was used to align reads to the Ensembl GRCm38 reference genome. Gene counts were acquired by employing featureCounts (v1.5.1). For library size normalization of raw counts and sample group comparisons with Wald tests, the Bioconductor package DESeq2 (v1.36.0) was utilised. *p*-values adjusted for multiple testing (p_adj_) were estimated using the Benjamini-Hochberg method. For differential gene expression analysis throughout the study, we applied specific cutoffs: log_2_FC > 1 (indicating upregulation, FC = fold change, 2-fold), log_2_FC < −1 (indicating downregulation, 2-fold), and *p* < 0.05.

### Statistical analysis

All statistical analyses were performed in GraphPad Prism 10 (GraphPad, CA, USA) or Excel. The results were expressed as bar graphs as mean ± SEM. *p* < 0.05 was considered statistically significant, if not stated otherwise. Normal distribution was checked by the Shapiro–Wilk test. To analyse differences between treatments, Tukey’s test and one-way ANOVA were used to test for group differences. An unpaired parametric two-tailed *t*-test was used to test the difference between the two groups. Figure legends describe the type of statistical test, the definition of significance for various *p*-values, and the number of biological replicates (*n*) for each group. The DESeq2 comparisons and enrichment testing were done by R 4.3.1. The DESeq2 comparisons (Wald test statistics) are used for the selection of regulated genes (described in the Results section), volcano plots and enrichment analysis, while the bar chart *p*-values are based on ANOVA/*t*-tests of normalized counts. Enrichment analysis of functional groups was performed using the Bioconductor package fgsea together with records from the Molecular Signatures Database (MSigDB), accessible via Bioconductor package msigdbr [36, 91, 92]. Log2 fold changes from the DESeq2 comparisons were used as input data.

## Supplementary information

Supplemental Figures, Tables

Supplementary Excel file 1

Supplementary Excel file 2

## Data Availability

The RNA sequencing data are publically available under the GEO ID GSE263166. All data and materials related to this paper are available upon request.

# Supplementary material for: Intravenous chaperone treatment of late-stage Alzheimer´s disease (AD) mouse model affects amyloid plaque load, reactive gliosis and AD-related genes
**Source:** Transl Psychiatry. 2024 Oct 24;14:453. doi: 10.1038/s41398-024-03161-x
**Supplement:** Supplementary file 1 — Supplemental Figures, Tables

**Intravenous chaperone treatment of late-stage Alzheimer´s disease (AD) mouse model affects amyloid plaque load, reactive gliosis and AD-related genes**

Ruixin Zhang, Makiko Ohshima, David Brodin, Yu Wang, Antonin Morancé, Marianne Schultzberg, Gefei Chen, Jan Johansson

**Supplementary Figures 1-5**

**Supplementary Tables 1-3**

**Supplementary Excel Files 1-2**

**
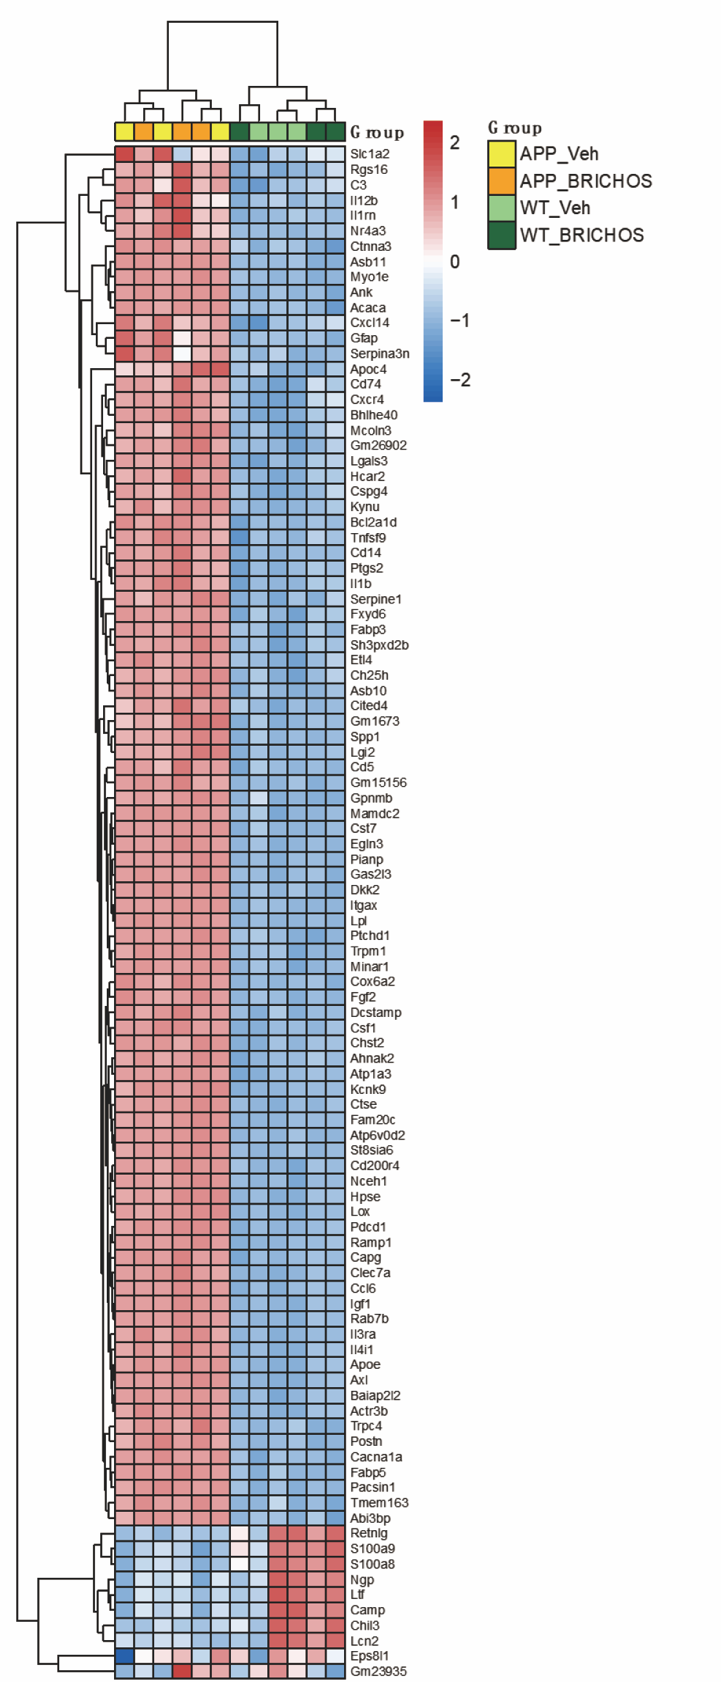
**

**Supplementary Figure 1. Largest gene expression differences between *App^NL-G-F^* and WT mice.** Heatmap with hierarchical clustering of samples and genes for the most variable genes in the four treatment groups. DESeq2's variance stabilizing transformation (VST) of count data were used for the selection of the top 100 variance genes. Heatmap coloring is based on a per-row scaling of VST values.

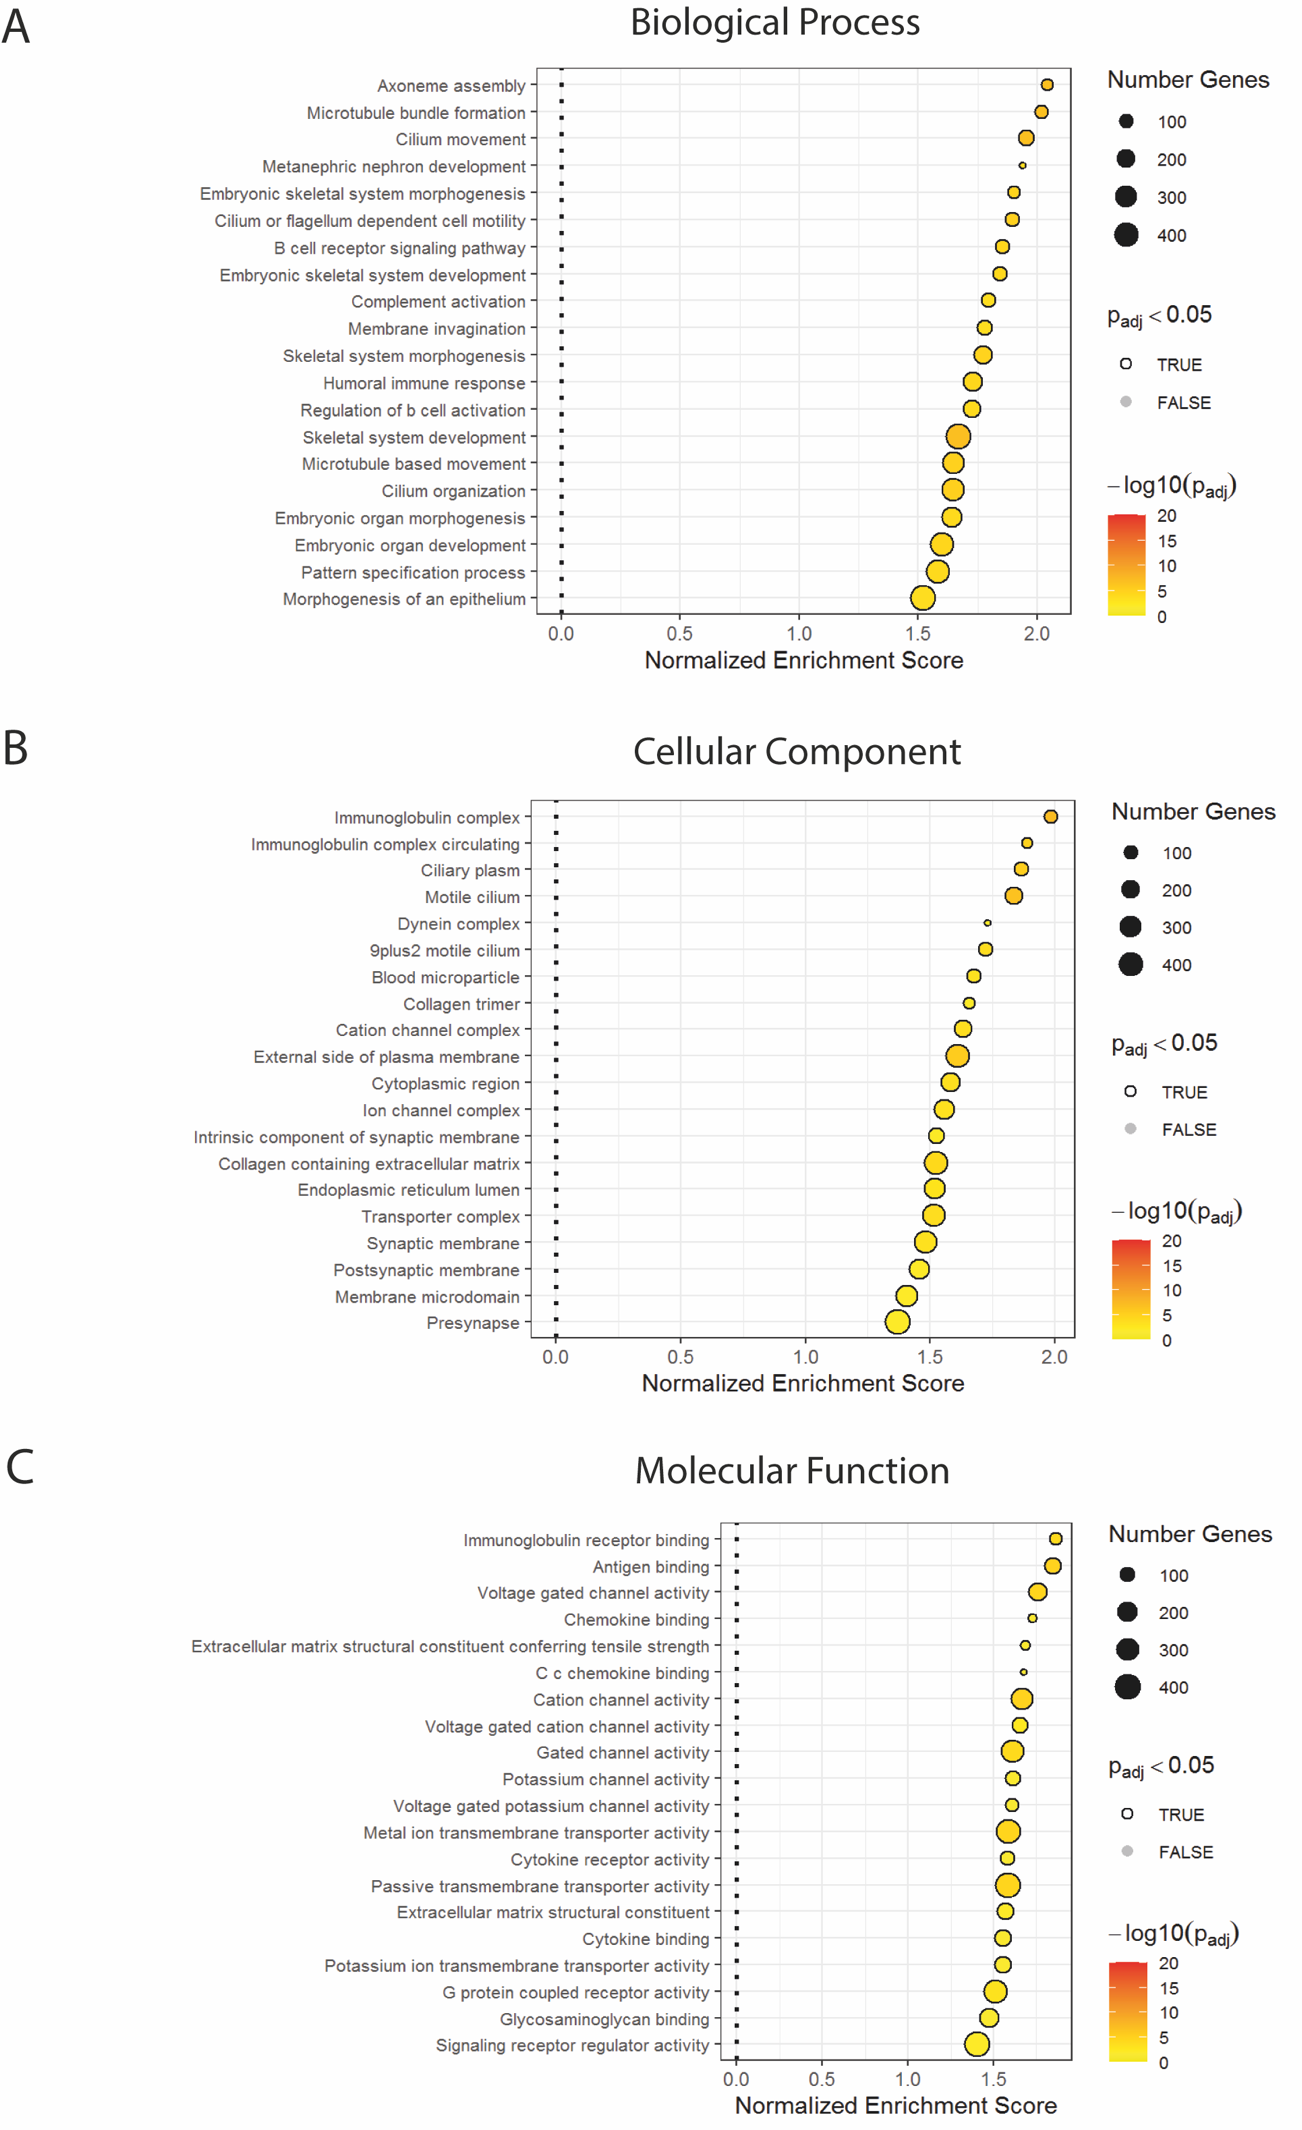

**Supplementary Figure 2. Gene ontologies of enriched differentially expressed genes between rh Bri2 BRICHOS R221E- and vehicle-treated WT mice.** Gene ontologies according to (A) biological processes, (B) cellular components, and (C) molecular functions of genes that are differentially expressed between rh Bri2 BRICHOS R221E- and vehicle-treated wild-type (WT) mice, shown in **Fig. 6C and D**.

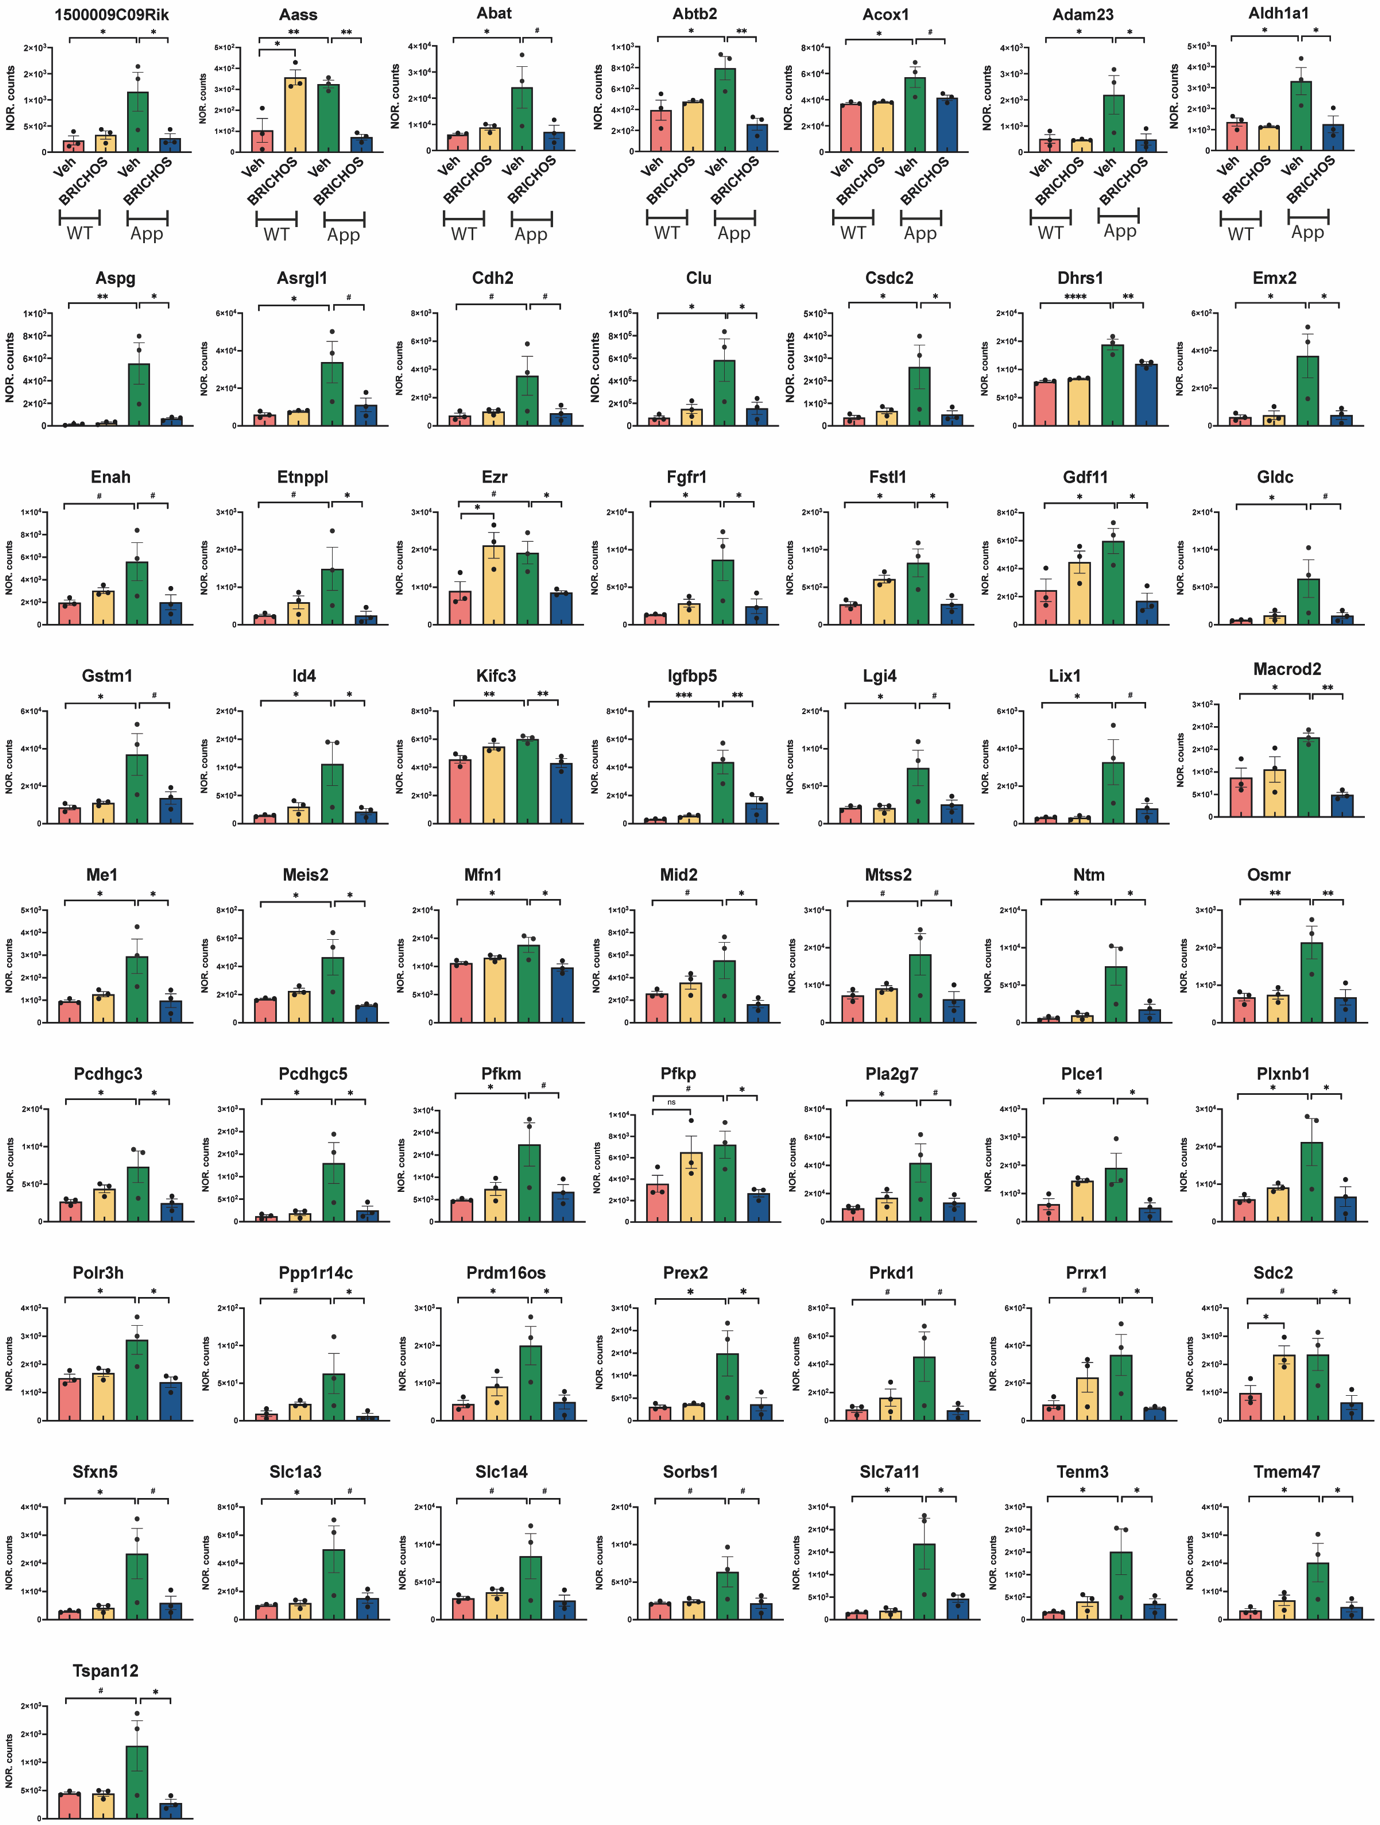

**Supplementary Figure 3. Genes with altered expression between WT and *App^NL-G-F^* mice that show normalization after rh Bri2 BRICHOS R221E treatment.** Normalized (NOR) counts for genes in **Fig. 7** that show *(i)* increased (p < 0.1) expression in *App^NL-G-F^* compared to WT mice, and *(ii)* altered expression in *App^NL-G-F^* mice treated with rh Bri2 BRICHOS. n = 3 mice/group. One-way ANOVA and Tukey’s *post hoc* test were used for statistical analysis. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001, #p <0.1.

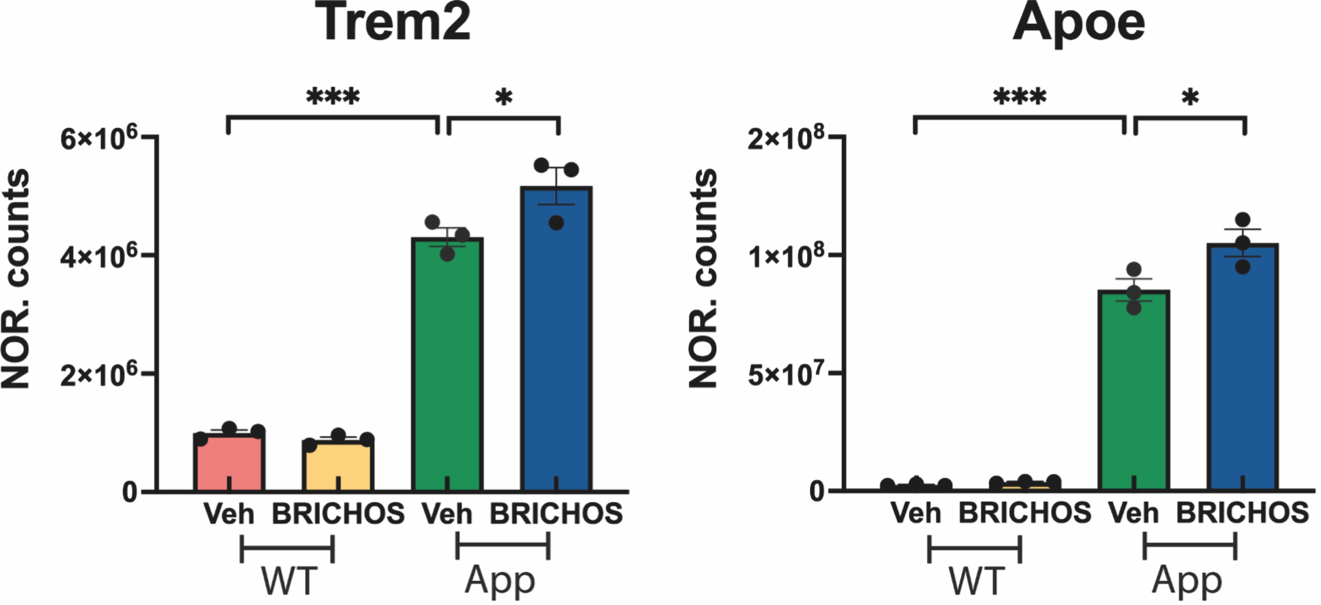

**Supplementary Figure 4. Expression of Trem2 and ApoE genes in WT and *App^NL-G-F^* mice.** Normalized (NOR) counts for *Trem2* and *ApoE* genes in the four treatment groups. n = 3 mice/group. One-way ANOVA and Tukey’s *post hoc* test were used for statistical analysis. ∗p < 0.05, ∗∗∗p < 0.001.

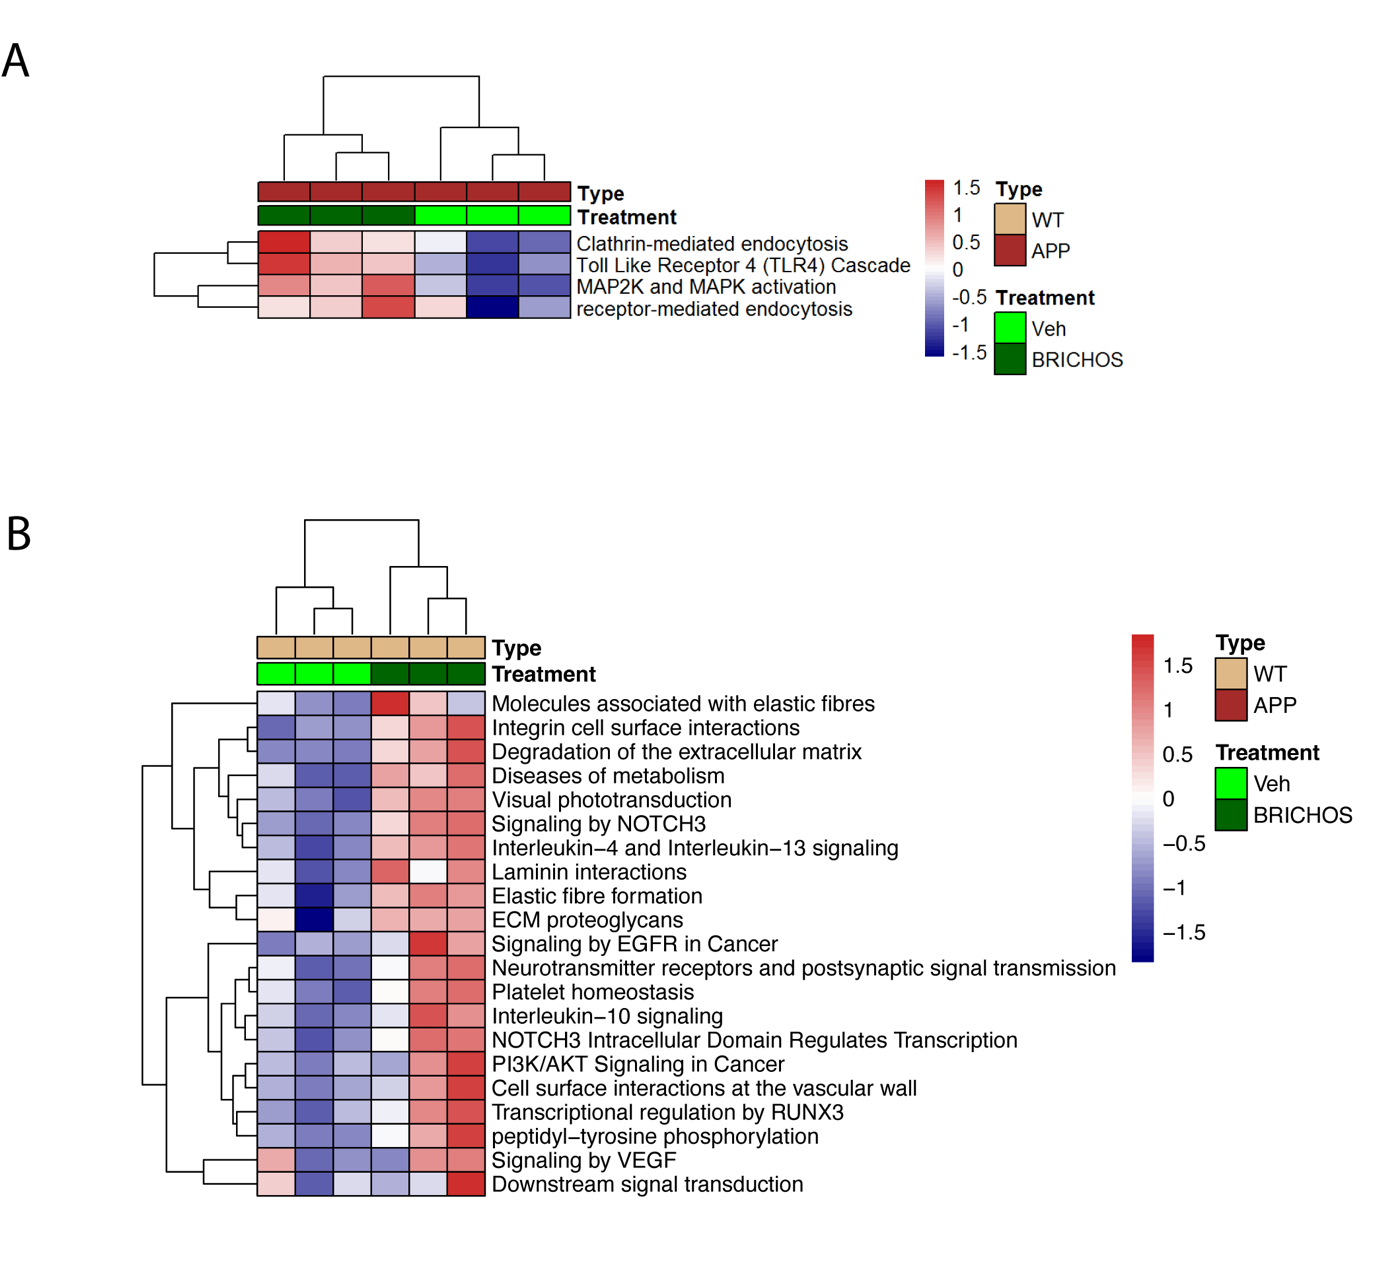

**Supplementary Figure 5A-B. Rh Bri2 BRICHOS R221E treatment effects on ligand-receptor pathways in *App^NL-G-F^* and WT mice.** Heatmap of significantly increased ligand-receptor biological pathways after rh Bri2 BRICHOS R221E or vehicle (Veh) treatment of *App^NL-G-F^* **(A)** and WT **(B)** mice. n = 3 mice/group. Heat coloring is shown as | log_2_fold change| >=1 and p< 0.05.

**Supplementary Table 1. Genes identified in Supplementary Figure 3**

| Gene ID | Encoded protein | AD/Aβ relevance Reference |
| --- | --- | --- |
| 1500009C09Rik | RIKEN cDNA 1500009C09 gene | - |
| Aass | Aminoadipate-semialdehyde synthase | - |
| Abat | 4-aminobutyrate aminotransferase | ^1, 2, 3, 4^ |
| Abtb2 | Ankyrin repeat and BTB domain containing 2 | - |
| Acox1 | Acyl-Coenzyme A oxidase 1, palmitoyl | - |
| Adam23 | Disintegrin and metalloproteinase domain-containing protein 23 | - |
| Aldh1a1 | Aldehyde dehydrogenase family 1, subfamily A1 | - |
| Aspg | Asparaginase | - |
| Asrgl1 | Asparaginase like 1 | - |
| Cdh2 | Cadherin 2 | ^5, 6, 7^ |
| Clu | Clusterin | ^8, 9, 10, 11, 12, 13, 14, 15^ |
| Csdc2 | Cold shock domain containing C2 | - |
| Dhrs1 | Dehydrogenase/reductase member 1 | - |
| Emx2 | Empty spiracles homeobox 2 | - |
| Enah | ENAH actin regulator | - |
| Etnppl | Ethanolamine phosphate phosphorylase | - |
| Ezr | Ezrin | ^16, 17^ |
| Fgfr1 | Fibroblast growth factor receptor 1 | ^18, 19, 20^ |
| Fstl1 | Follistatin-like 1 | ^21, 22, 23^ |
| Gdf11 | Growth differentiation factor 11 | - |
| Gldc | Glycine decarboxylase | - |
| Gstm1 | Glutathione S-transferase, mu 1 | ^24, 25, 26, 27, 28, 29^ |
| Id4 | Inhibitor of DNA binding 4 | - |

| Gene ID | Encoded protein | AD/Aβ AD/Aβ relevance Reference |
| --- | --- | --- |
| Igfbp5 | Insulin-like growth factor binding protein 5 | ^30, 31, 32^ |
| Kifc3 | Kinesin family member C3 | - |
| Lgi4 | Leucine-rich repeat LGI family, member 4 | - |
| Lix1 | Limb and CNS expressed 1 | - |
| Macrod2 | Mono-ADP ribosylhydrolase 2 | - |
| Me1 | Malic enzyme 1 | - |
| Meis2 | Meis homeobox 2 | - |
| Mfn1 | Mitofusin 1 | ^33, 34, 35^ |
| Mid2 | Midline 2 | - |
| Mtss2 | MTSS I-BAR domain containing 2 | ^36, 37^ |
| Ntm | Neurotrimin | - |
| Osmr | Oncostatin M receptor | - |
| Pcdhgc3 | Protocadherin gamma subfamily C, 3 | - |
| Pcdhgc5 | Protocadherin gamma subfamily C, 5 | - |
| Pfkm | Phosphofructokinase, muscle | - |
| Pfkp | Phosphofructokinase, platelet | ^38, 39^ |
| Pla2g7 | Phospholipase A2, group VII | ^40, 41, 42^ |
| Plce1 | Phospholipase C, epsilon 1 | ^43^ |
| Plxnb1 | Plexin B1 | ^44, 45^ |
| Polr3h | Polymerase (RNA) III (DNA directed) polypeptide H | - |
| Ppp1r14c | Protein phosphatase 1, regulatory inhibitor subunit 14C | - |
| Prdm16os | Prdm16 opposite strand transcript | - |
| Prex2 | Phosphatidylinositol-3,4,5-trisphosphate-dependent Rac exchange factor 2 | ^46, 47^ |
| Prkd1 | Protein kinase D1 | - |

| Gene ID | Encoded protein | AD/Aβ AD/Aβ relevance Reference |
| --- | --- | --- |
| Prrx1 | Paired related homeobox 1 | - |
| Sdc2 | Syndecan 2 | - |
| Sfxn5 | Sideroflexin 5 | - |
| Slc1a3 | Solute carrier family 1, member 3 | ^48, 49, 50, 51^ |
| Slc1a4 | Solute carrier family 1, member 4 | ^52, 53, 54, 55, 56^ |
| Slc7a11 | Solute carrier family 7 | ^57, 58, 59^ |
| Sorbs1 | Sorbin and SH3 domain containing 1 | ^60, 61, 62^ |
| Tenm3 | Teneurin transmembrane protein 3 | - |
| Tmem47 | Transmembrane protein 47 | - |
| Tspan12 | Tetraspanin 12 | ^63, 64, 65^ |

**Supplementary Table 2.** Primary antibodies used for immunohistochemistry

| **Protein targeted** | **Host** | **Dilution** | **Provider** | **Catalogue No.** |
| --- | --- | --- | --- | --- |
| Bri2 BRICHOS | Rabbit | 1:100 | Aviva systems biology | OAAB09465 |
| GFAP | Rabbit | 1:800 | Dako | Z033401-2;55769 |
| Iba1 | Rabbit | 1:400 | Wako | 019-19741 |
| Aβ (82E1 antibody) | Mouse | 1:200 | IBL | 10323 |

**Supplementary Table 3.** Secondary antibodies used for immunohistochemistry

| **Antibody** | **Host** | **Dilution** | **Provider** | **Catalogue No.** |
| --- | --- | --- | --- | --- |
| Alexa Fluor Plus 594 anti-mouse IgG | Donkey | 1:400 | Invitrogen | A32744 |
| Alexa Fluor Plus 488 anti-mouse IgG | Donkey | 1:400 | Invitrogen | A32766 |
| Swine Anti-Rabbit IgG | Pig | 1:200 | Dako | P0399 |

**Supplementary Excel file 1.** Lists of genes in Figure 6D.

**Supplementary Excel file 2.** Lists of genes in Figure 8.

**References**

1. Sherif FM, Ahmed SS. Basic aspects of GABA-transaminase in neuropsychiatric disorders. *Clin Biochem* **28**, 145-154 (1995).

2. Aoyagi T, Wada T, Nagai M, Kojima F, Harada S, Takeuchi T*, et al.* Increased gamma-aminobutyrate aminotransferase activity in brain of patients with Alzheimer's disease. *Chem Pharm Bull (Tokyo)* **38**, 1748-1749 (1990).

3. Sherif F, Gottfries CG, Alafuzoff I, Oreland L. Brain gamma-aminobutyrate aminotransferase (GABA-T) and monoamine oxidase (MAO) in patients with Alzheimer's disease. *J Neural Transm Park Dis Dement Sect* **4**, 227-240 (1992).

4. Zheng Q, Bi R, Xu M, Zhang DF, Tan LW, Lu YP*, et al.* Exploring the Genetic Association of the ABAT Gene with Alzheimer's Disease. *Mol Neurobiol* **58**, 1894-1903 (2021).

5. Andreyeva A, Nieweg K, Horstmann K, Klapper S, Muller-Schiffmann A, Korth C*, et al.* C-terminal fragment of N-cadherin accelerates synapse destabilization by amyloid-beta. *Brain* **135**, 2140-2154 (2012).

6. John A, Reddy PH. Synaptic basis of Alzheimer's disease: Focus on synaptic amyloid beta, P-tau and mitochondria. *Ageing Res Rev* **65**, 101208 (2021).

7. Choi JY, Cho SJ, Park JH, Yun SM, Jo C, Kim EJ*, et al.* Elevated Cerebrospinal Fluid and Plasma N-Cadherin in Alzheimer Disease. *J Neuropathol Exp Neurol* **79**, 484-492 (2020).

8. Harold D, Abraham R, Hollingworth P, Sims R, Gerrish A, Hamshere ML*, et al.* Genome-wide association study identifies variants at CLU and PICALM associated with Alzheimer's disease. *Nat Genet* **41**, 1088-1093 (2009).

9. Lambert JC, Heath S, Even G, Campion D, Sleegers K, Hiltunen M*, et al.* Genome-wide association study identifies variants at CLU and CR1 associated with Alzheimer's disease. *Nat Genet* **41**, 1094-1099 (2009).

10. Ghiso J, Matsubara E, Koudinov A, Choi-Miura NH, Tomita M, Wisniewski T*, et al.* The cerebrospinal-fluid soluble form of Alzheimer's amyloid beta is complexed to SP-40,40 (apolipoprotein J), an inhibitor of the complement membrane-attack complex. *Biochem J* **293 ( Pt 1)**, 27-30 (1993).

11. Matsubara E, Soto C, Governale S, Frangione B, Ghiso J. Apolipoprotein J and Alzheimer's amyloid beta solubility. *Biochem J* **316 ( Pt 2)**, 671-679 (1996).

12. Beeg M, Stravalaci M, Romeo M, Carra AD, Cagnotto A, Rossi A*, et al.* Clusterin Binds to Abeta1-42 Oligomers with High Affinity and Interferes with Peptide Aggregation by Inhibiting Primary and Secondary Nucleation. *J Biol Chem* **291**, 6958-6966 (2016).

13. Narayan P, Orte A, Clarke RW, Bolognesi B, Hook S, Ganzinger KA*, et al.* The extracellular chaperone clusterin sequesters oligomeric forms of the amyloid-beta(1-40) peptide. *Nat Struct Mol Biol* **19**, 79-83 (2011).

14. Boggs LN, Fuson KS, Baez M, Churgay L, McClure D, Becker G*, et al.* Clusterin (Apo J) protects against in vitro amyloid-beta (1-40) neurotoxicity. *J Neurochem* **67**, 1324-1327 (1996).

15. May PC, Johnson SA, Poirier J, Lampert-Etchells M, Finch CE. Altered gene expression in Alzheimer's disease brain tissue. *Can J Neurol Sci* **16**, 473-476 (1989).

16. Du Y, Bradshaw WJ, Leisner TM, Annor-Gyamfi JK, Qian K, Bashore FM*, et al.* Discovery of FERM domain protein-protein interaction inhibitors for MSN and CD44 as a potential therapeutic approach for Alzheimer's disease. *J Biol Chem* **299**, 105382 (2023).

17. Lian P, Cai X, Wang C, Liu K, Yang X, Wu Y*, et al.* Identification of metabolism-related subtypes and feature genes in Alzheimer's disease. *J Transl Med* **21**, 628 (2023).

18. Turner CA, Watson SJ, Akil H. The fibroblast growth factor family: neuromodulation of affective behavior. *Neuron* **76**, 160-174 (2012).

19. Qian K, Bao X, Li Y, Wang P, Guo Q, Yang P*, et al.* Cholinergic Neuron Targeting Nanosystem Delivering Hybrid Peptide for Combinatorial Mitochondrial Therapy in Alzheimer's Disease. *ACS Nano* **16**, 11455-11472 (2022).

20. Takami K, Matsuo A, Terai K, Walker DG, McGeer EG, McGeer PL. Fibroblast growth factor receptor-1 expression in the cortex and hippocampus in Alzheimer's disease. *Brain Res* **802**, 89-97 (1998).

21. Cheng KY, Liu Y, Han YG, Li JK, Jia JL, Chen B*, et al.* Follistatin-like protein 1 suppressed pro-inflammatory cytokines expression during neuroinflammation induced by lipopolysaccharide. *J Mol Histol* **48**, 63-72 (2017).

22. Dai D, Xie J, Zheng Y, Chen F, Zhao B, Miao L. H3K27 acetylation-induced FSTL1 upregulation by P300/RUNX1 co-activation exacerbated autophagy-mediated neuronal damage and NF-kappaB-stimulated inflammation in Alzheimer's disease. *Cytotechnology* **75**, 449-460 (2023).

23. Kumari E, Xu A, Chen R, Yan Y, Yang Z, Zhang T. FSTL1-knockdown improves neural oscillation via decreasing neuronal-inflammation regulating apoptosis in Aβ1–42 induced AD model mice. *Experimental Neurology* **359**, 114231 (2023).

24. Castellani R, Hirai K, Aliev G, Drew KL, Nunomura A, Takeda A*, et al.* Role of mitochondrial dysfunction in Alzheimer's disease. *J Neurosci Res* **70**, 357-360 (2002).

25. Cedazo-Minguez A, Cowburn RF. Apolipoprotein E: a major piece in the Alzheimer's disease puzzle. *J Cell Mol Med* **5**, 254-266 (2001).

26. Miranda S, Opazo C, Larrondo LF, Munoz FJ, Ruiz F, Leighton F*, et al.* The role of oxidative stress in the toxicity induced by amyloid beta-peptide in Alzheimer's disease. *Prog Neurobiol* **62**, 633-648 (2000).

27. Hayes JD, Strange RC. Glutathione S-transferase polymorphisms and their biological consequences. *Pharmacology* **61**, 154-166 (2000).

28. Lovell MA, Xie C, Markesbery WR. Decreased glutathione transferase activity in brain and ventricular fluid in Alzheimer's disease. *Neurology* **51**, 1562-1566 (1998).

29. Lin W, Zhang J, Liu Y, Wu R, Yang H, Hu X*, et al.* Studies on diagnostic biomarkers and therapeutic mechanism of Alzheimer's disease through metabolomics and hippocampal proteomics. *Eur J Pharm Sci* **105**, 119-126 (2017).

30. Rauskolb S, Andreska T, Fries S, von Collenberg CR, Blum R, Monoranu CM*, et al.* Insulin-like growth factor 5 associates with human Ass plaques and promotes cognitive impairment. *Acta Neuropathol Commun* **10**, 68 (2022).

31. Jin B, Cheng X, Fei G, Sang S, Zhong C. Identification of diagnostic biomarkers in Alzheimer's disease by integrated bioinformatic analysis and machine learning strategies. *Front Aging Neurosci* **15**, 1169620 (2023).

32. Foveau B, Correia AS, Hebert SS, Rainone S, Potvin O, Kergoat MJ*, et al.* Stem Cell-Derived Neurons as Cellular Models of Sporadic Alzheimer's Disease. *J Alzheimers Dis* **67**, 893-910 (2019).

33. Kerr JS, Adriaanse BA, Greig NH, Mattson MP, Cader MZ, Bohr VA*, et al.* Mitophagy and Alzheimer's Disease: Cellular and Molecular Mechanisms. *Trends Neurosci* **40**, 151-166 (2017).

34. Yan MH, Wang X, Zhu X. Mitochondrial defects and oxidative stress in Alzheimer disease and Parkinson disease. *Free Radic Biol Med* **62**, 90-101 (2013).

35. Wang X, Su B, Lee HG, Li X, Perry G, Smith MA*, et al.* Impaired balance of mitochondrial fission and fusion in Alzheimer's disease. *J Neurosci* **29**, 9090-9103 (2009).

36. Kesika P, Suganthy N, Sivamaruthi BS, Chaiyasut C. Role of gut-brain axis, gut microbial composition, and probiotic intervention in Alzheimer's disease. *Life Sci* **264**, 118627 (2021).

37. Adewuyi EO, O'Brien EK, Nyholt DR, Porter T, Laws SM. A large-scale genome-wide cross-trait analysis reveals shared genetic architecture between Alzheimer's disease and gastrointestinal tract disorders. *Commun Biol* **5**, 691 (2022).

38. Siddiqui T, Cosacak MI, Popova S, Bhattarai P, Yilmaz E, Lee AJ*, et al.* Nerve growth factor receptor (Ngfr) induces neurogenic plasticity by suppressing reactive astroglial Lcn2/Slc22a17 signaling in Alzheimer's disease. *NPJ Regen Med* **8**, 33 (2023).

39. Ma Y, Dammer EB, Felsky D, Duong DM, Klein HU, White CC*, et al.* Atlas of RNA editing events affecting protein expression in aged and Alzheimer's disease human brain tissue. *Nat Commun* **12**, 7035 (2021).

40. Schaloske RH, Dennis EA. The phospholipase A2 superfamily and its group numbering system. *Biochim Biophys Acta* **1761**, 1246-1259 (2006).

41. Acharya NK, Levin EC, Clifford PM, Han M, Tourtellotte R, Chamberlain D*, et al.* Diabetes and hypercholesterolemia increase blood-brain barrier permeability and brain amyloid deposition: beneficial effects of the LpPLA2 inhibitor darapladib. *J Alzheimers Dis* **35**, 179-198 (2013).

42. Maher-Edwards G, De'Ath J, Barnett C, Lavrov A, Lockhart A. A 24-week study to evaluate the effect of rilapladib on cognition and cerebrospinal fluid biomarkers of Alzheimer's disease. *Alzheimers Dement (N Y)* **1**, 131-140 (2015).

43. Hu D, Mo X, Jihang L, Huang C, Xie H, Jin L. Novel diagnostic biomarkers of oxidative stress, immunological characterization and experimental validation in Alzheimer's disease. *Aging (Albany NY)* **15**, 10389-10406 (2023).

44. Oinuma I, Ishikawa Y, Katoh H, Negishi M. The Semaphorin 4D receptor Plexin-B1 is a GTPase activating protein for R-Ras. *Science* **305**, 862-865 (2004).

45. Yu L, Petyuk VA, Gaiteri C, Mostafavi S, Young-Pearse T, Shah RC*, et al.* Targeted brain proteomics uncover multiple pathways to Alzheimer's dementia. *Ann Neurol* **84**, 78-88 (2018).

46. Xiong W, Cai J, Li R, Wen C, Tan H, On Behalf Of The Alzheimer's Disease Neuroimaging Initiative Adni D. Rare Variant Analysis and Molecular Dynamics Simulation in Alzheimer's Disease Identifies Exonic Variants in FLG. *Genes (Basel)* **13**, (2022).

47. Galea E, Weinstock LD, Larramona-Arcas R, Pybus AF, Gimenez-Llort L, Escartin C*, et al.* Multi-transcriptomic analysis points to early organelle dysfunction in human astrocytes in Alzheimer's disease. *Neurobiol Dis* **166**, 105655 (2022).

48. Kanai Y, Clemencon B, Simonin A, Leuenberger M, Lochner M, Weisstanner M*, et al.* The SLC1 high-affinity glutamate and neutral amino acid transporter family. *Mol Aspects Med* **34**, 108-120 (2013).

49. Cassano T, Serviddio G, Gaetani S, Romano A, Dipasquale P, Cianci S*, et al.* Glutamatergic alterations and mitochondrial impairment in a murine model of Alzheimer disease. *Neurobiol Aging* **33**, 1121 e1121-1112 (2012).

50. Tong H, Zhang X, Meng X, Xu P, Zou X, Qu S. Amyloid-beta peptide decreases expression and function of glutamate transporters in nervous system cells. *Int J Biochem Cell Biol* **85**, 75-84 (2017).

51. Chen S, Chang Y, Li L, Acosta D, Li Y, Guo Q*, et al.* Spatially resolved transcriptomics reveals genes associated with the vulnerability of middle temporal gyrus in Alzheimer's disease. *Acta Neuropathol Commun* **10**, 188 (2022).

52. Rosenberg D, Artoul S, Segal AC, Kolodney G, Radzishevsky I, Dikopoltsev E*, et al.* Neuronal D-serine and glycine release via the Asc-1 transporter regulates NMDA receptor-dependent synaptic activity. *J Neurosci* **33**, 3533-3544 (2013).

53. Sason H, Billard JM, Smith GP, Safory H, Neame S, Kaplan E*, et al.* Asc-1 Transporter Regulation of Synaptic Activity via the Tonic Release of d-Serine in the Forebrain. *Cereb Cortex* **27**, 1573-1587 (2017).

54. Traynelis SF, Wollmuth LP, McBain CJ, Menniti FS, Vance KM, Ogden KK*, et al.* Glutamate receptor ion channels: structure, regulation, and function. *Pharmacol Rev* **62**, 405-496 (2010).

55. Zhang Y, Li P, Feng J, Wu M. Dysfunction of NMDA receptors in Alzheimer's disease. *Neurol Sci* **37**, 1039-1047 (2016).

56. Puris E, Saveleva L, de Sousa Maciel I, Kanninen KM, Auriola S, Fricker G. Protein Expression of Amino Acid Transporters Is Altered in Isolated Cerebral Microvessels of 5xFAD Mouse Model of Alzheimer's Disease. *Mol Neurobiol* **60**, 732-748 (2023).

57. Lane HY, Lin CH. Diagnosing Alzheimer's Disease Specifically and Sensitively With pLG72 and Cystine/Glutamate Antiporter SLC7A11 AS Blood Biomarkers. *Int J Neuropsychopharmacol* **26**, 1-8 (2023).

58. Qin S, Colin C, Hinners I, Gervais A, Cheret C, Mallat M. System Xc- and apolipoprotein E expressed by microglia have opposite effects on the neurotoxicity of amyloid-beta peptide 1-40. *J Neurosci* **26**, 3345-3356 (2006).

59. Schallier A, Smolders I, Van Dam D, Loyens E, De Deyn PP, Michotte A*, et al.* Region- and age-specific changes in glutamate transport in the AbetaPP23 mouse model for Alzheimer's disease. *J Alzheimers Dis* **24**, 287-300 (2011).

60. Barbagallo M, Dominguez LJ. Type 2 diabetes mellitus and Alzheimer's disease. *World J Diabetes* **5**, 889-893 (2014).

61. Hayden MR. Type 2 Diabetes Mellitus Increases The Risk of Late-Onset Alzheimer's Disease: Ultrastructural Remodeling of the Neurovascular Unit and Diabetic Gliopathy. *Brain Sci* **9**, (2019).

62. Blalock EM, Geddes JW, Chen KC, Porter NM, Markesbery WR, Landfield PW. Incipient Alzheimer's disease: Microarray correlation analyses reveal major transcriptional and tumor suppressor responses. *P Natl Acad Sci USA* **101**, 2173-2178 (2004).

63. Seipold L, Saftig P. The Emerging Role of Tetraspanins in the Proteolytic Processing of the Amyloid Precursor Protein. *Front Mol Neurosci* **9**, 149 (2016).

64. Postina R, Schroeder A, Dewachter I, Bohl J, Schmitt U, Kojro E*, et al.* A disintegrin-metalloproteinase prevents amyloid plaque formation and hippocampal defects in an Alzheimer disease mouse model. *J Clin Invest* **113**, 1456-1464 (2004).

65. Xu D, Sharma C, Hemler ME. Tetraspanin12 regulates ADAM10-dependent cleavage of amyloid precursor protein. *FASEB J* **23**, 3674-3681 (2009).

How the deposited data were processed for this re-analysis (not part of the article)

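RNA-sequencing data of CD11b-positive cells from the cerebral cortex were analysed for 12 mice, 3 in each of the groups of veh-treated WT, rh Bri2 BRICHOS R221E-treated WT, veh-treated *App* NL-G-F and rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice. The authors trimmed adaptors and low-quality bases with Cutadapt, aligned the reads to GRCm38 with STAR, counted them on genes with featureCounts and deposited raw counts per gene without normalization. Whole numbers were listed for 55487 genes, of which 26314 had no count in any library, and 55141 were matched to a symbol in the GENCODE annotation of GRCm38. Each library was assigned to its group by its name. The total count of a library was between 12433402 and 17889654, and 3 counts, taken as the smallest level that can be detected, correspond to 0.168 to 0.241 CPM.

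The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 15425. TMM normalization factors were computed, and a quasi-likelihood fit with a mean for each of the 4 groups was tested with glmQLFTest. Adjusted p-values are those of Benjamini and Hochberg over all tested genes unless a list is named. Comparisons were made between veh-treated *App* NL-G-F and WT mice, between rh Bri2 BRICHOS R221E- and veh-treated mice of each strain, and between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice. The difference of the treatment effects between the strains was tested as a contrast of the same fit. Levels are CPM computed with the TMM factors, and log2 CPM values were computed with a prior count of 2. The comparison of the most variable genes used DESeq2's variance stabilizing transformation.

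The libraries of each group carry the replicate numbers 1 to 3, although each comes from another mouse. To check whether equally numbered libraries were handled together, their deviations from the group means were correlated across genes, and the fit was repeated with the replicate number as a block. The block result stands beside the main one for the comparisons whose mean correlation was above 0.1. It was 0.0801 for the treatment of *App* NL-G-F mice, for which some block results are also given.

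Genes were named by a rule set in advance, which took the genes the paper names in its RNA-sequencing results, *App*, *Aif1*, *Itm2b*, the members of the paper's lists and of the marker lists, and for each of 3 comparisons the 5 genes with the largest absolute log2 fold change among those with an adjusted p-value under 0.05 and no overlap between groups, or the 5 with the lowest p-value where fewer passed. A gene that this rule also takes is not reported here. Marker genes of 12 cell types were listed by hand, and the score of a cell type in a library is the mean log2 CPM of its markers. Differences of a score were tested with an exact two-sided permutation test. A gene was counted as reverted when it was among the 100 genes with the lowest p-values for rh Bri2 BRICHOS R221E in *App* NL-G-F mice, was higher in veh-treated *App* NL-G-F than WT mice at an unadjusted p-value under 0.1, and fell with the treatment, with the p-value of the fit in place of the ANOVA with Tukey's test used in the paper. The 6 gene families were set by symbol prefixes, and all but ribosomal protein genes were chosen after the kinds of term in Supplementary Fig. 2. The paper's *Mtss2* and *Prdm16os* are listed in the annotation as *Mtss1l* and *Gm13111*.

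The alternatives were DESeq2's size factors, DESeq2's Wald test with all libraries or with only the compared groups in the fit, edgeR with only the compared groups in the fit, no filter on low counts, a filter of at least 10 counts in every library, an additional cutoff on the absolute log2 fold change of 1, the replicate number as a block, the astrocyte marker score as a covariate, both together, and the omission of each library in turn. Log2 CPM in place of the transformed values and 500 in place of 100 genes were tried for the most variable genes, limma's camera test for the gene families and z-scores for the marker scores. The tests were checked on simulated data with the mean levels, library sizes and dispersions of these libraries, in which 200 well-expressed genes were changed by a factor of 4 in 3 libraries. At an adjusted p-value under 0.05, edgeR found 198 of them with 12 false calls and DESeq2 199 with 34 false calls. A shift of the ion channel genes by a factor of 1.5 gave an adjusted p-value of 3.88e-25 from fgsea, and 0 of the 5 other families were called. The simulated genes were drawn independently of each other. The factor of 4 exceeds the treatment effects on genes such as *Cald1* and *Trem2*. These checks therefore do not show how the tests perform with correlated genes or smaller changes.

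Gene sets of the Molecular Signatures Database, the analysis of ligands and receptors, and the genes of disease-associated microglia were not analysed here. The lists of plaque-induced and ARM genes used here are those that Fig. 8 and its supplement name. Measurements other than RNA-sequencing were not used here.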

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

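The regrouping of the libraries for the difference between the strains and the comparison of the marker sets were chosen before the values were seen, and the tests of *Cald1* with marker scores as covariates and the tests of the ependymal, B cell, and mural and fibroblast scores in the *App* NL-G-F libraries were chosen after the result was seen.

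*Cald1* was singled out because the effect of rh Bri2 BRICHOS R221E on it differed between the strains. It rose from 27.1 ± 0.808 to 36.1 ± 1.71 CPM in WT mice and fell from 19.19 ± 1.09 to 11.74 ± 1.03 CPM in *App* NL-G-F mice (SD, n = 3 mice each), without overlap between the groups in either strain. The difference of the log2 effects was -1.122 (standard error 0.112, adjusted p = 0.00834 from edgeR's quasi-likelihood test), and -1.125 with the replicate number as a block (adjusted p = 0.0399). Across the 12 fits that each left out one library it stayed between -1.19 and -1.06, with adjusted p-values between 0.00837 and 0.0588. Over the other alternatives set in advance, the adjusted p-value lay between 3.37e-09 (DESeq2's Wald test) and 0.436 (block with the astrocyte marker score). The libraries of each strain were also regrouped. Among the 32 pairs of splits that part every pair of equally numbered libraries, 1, the real one, gave 1 or more genes with an adjusted p-value under 0.05, and 0 was the next largest number. The isolate could also contain varying RNA of other cells. With the astrocyte marker score as a covariate the difference was -1.044 (adjusted p = 0.284), with the endothelial score -1.056 (adjusted p = 0.117), and with the mural and fibroblast score -0.8709 (adjusted p = 0.414). Over the 12 marker scores the adjusted p-value was between 0.0123 (T cell) and 0.414 (mural and fibroblast). With the other scores the difference was between -1.152 (ependymal) and -1.025 (homeostatic microglia), and the adjusted p-value was also above 0.05 with those of neurons (0.0612), choroid plexus (0.0862), homeostatic microglia (0.134), ependymal cells (0.22) and B cells (0.314). The difference thus kept its direction and most of its size with each of the 12 scores, and a higher adjusted p-value with a covariate does not show that the covariate is the cause. The endothelial score changed by -0.10 in WT and -0.50 in *App* NL-G-F mice, in the same direction, so it does not give opposite effects. The mural and fibroblast score changed by 0.5906 in WT and -0.447 in *App* NL-G-F mice, and the astrocyte score by 0.4537 and -1.297. Both thus moved in opposite directions, as *Cald1* did, although the groups overlapped except for the mural and fibroblast score in WT mice. An opposite effect of the treatment on *Cald1* in the strains, the biological explanation that the design offers, remains a hypothesis, since these tests cannot tell it apart from a part played by RNA of astrocytes or of mural cells and fibroblasts in the isolate.

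Markers of 3 cell types that the paper does not discuss for RNA-sequencing were higher in every rh Bri2 BRICHOS R221E-treated WT library than in every veh-treated WT library. The mural and fibroblast score rose from 2.573 ± 0.0516 to 3.164 ± 0.148 log2 CPM, a difference of 0.5906, the ependymal score from 0.7912 ± 0.197 to 2.125 ± 0.526, a difference of 1.334, and the B cell score from 0.6853 ± 0.46 to 1.771 ± 0.309, a difference of 1.085 (SD, n = 3 mice each). Each gave p = 0.1 in the exact permutation test, the smallest that 3 mice against 3 allow. Of the 10 marker sets of cells other than microglia, these 3 were higher without overlap, where chance separates 10% of comparisons in one direction or the other. With any one library left out, the differences stayed between 0.54 and 0.67, 1.07 and 1.59, and 0.90 and 1.35. Other cells in the isolate may account for the higher genes of the WT mice, and this was tested with the ependymal score in the *App* NL-G-F libraries, which the comparison does not contain. Across genes, the rho between the slope on the ependymal score in the *App* NL-G-F libraries and the treatment effect in WT mice was -0.0403, where ependymal RNA would give a positive value, but this score varied little in these libraries, from -0.12 to 0.70 against 0.62 to 2.66 in the WT libraries. With the B cell score the rho was 0.115 and with the mural and fibroblast score 0.0495, but sets whose WT groups overlapped also gave positive values (neuron 0.106, astrocyte 0.0828, oligodendrocyte 0.0614), so these values are not specific to the cell type. The genes that were higher in rh Bri2 BRICHOS R221E-treated WT mice had a median correlation of 0.116 with the ependymal score in the *App* NL-G-F libraries. In a permutation test, 0 of 10000 random lists reached this (p = 1e-04, the smallest they can give), but 4 of the 36 arrangements of the libraries did. With the ependymal score as a covariate, a setting added after seeing the data, 892 genes differed between rh Bri2 BRICHOS R221E- and veh-treated WT mice at the unadjusted threshold, in place of 1755. The scores themselves cannot be told apart from other cells in the isolate, and neither a change of cell composition by the treatment nor a difference in the isolation between mice was tested.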

How the results depend on the processing

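The alternatives were chosen before the data were examined, except the marker scores of cell types other than astrocytes as covariates and limma's camera test with the replicate number as a block, which were chosen after seeing the data. In this part, a result counts as changed when it crossed its threshold or changed direction, when a number of genes moved by more than a factor of 1.5, or when a share moved by more than the spread between replicates. Over all alternatives and summary results, 487 values were unchanged, 121 moved, 29 reversed, 5 became stronger and 7 weaker. Over the named genes, 822 were unchanged, 11 reversed, 39 became stronger and 36 weaker. Where a value changed, the cause was not tested.

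Between veh-treated *App* NL-G-F and WT mice, the number of DEGs stayed within a factor of 1.5 under DESeq2's size factors, DESeq2's Wald test, both filters and the block, and with any one library left out it was 6185 to 7001 at the unadjusted and 4449 to 5404 at the adjusted threshold. With a cutoff on the absolute log2 fold change of 1 added, the numbers were 1876 and 1601. That cutoff also left 546 DEGs between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice (0 after adjustment) and 392 between rh Bri2 BRICHOS R221E- and veh-treated WT mice.

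With the astrocyte marker score as a covariate, 4509 genes differed between the veh-treated strains at the unadjusted and 2485 at the adjusted threshold. For the treatment of *App* NL-G-F mice the number was 651, 0 after adjustment, with 59.8% downregulated, and 40.1% of the DEGs in WT mice were downregulated. The treatment effects differed between the strains at an adjusted p-value under 0.05 in 0 genes (987 at the unadjusted threshold). The number of genes shared by both treatment comparisons was 101, that of plaque-induced genes 2, of ARM genes 2 and of reverted genes 5. Of the 57 genes, 14 differed between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice and 20 between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice. The adjusted p-value of homeobox genes was 0.0392. The log2 fold change reversed for *Fermt2* (-0.62) between the veh-treated strains, and for *App* (-0.037) and *Spp1* (-0.29) between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice.

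With the block and the astrocyte marker score together, the corresponding numbers were 4603 and 2522 between the strains, 845 (0 after adjustment) for the treatment in *App* NL-G-F mice with 56.3% downregulated, 2 after adjustment for the treatment in WT mice, 0 after adjustment for the difference between the strains (1197 at the unadjusted threshold), 154 shared genes and 9 reverted genes. Of the 57 genes, 16 differed between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, 23 between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice and 11 between rh Bri2 BRICHOS R221E- and veh-treated WT mice. *Bace2* (0.041) and *Fermt2* (-0.34) reversed between the veh-treated strains and *App* (-0.14) between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice.

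Equally numbered libraries of rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice had a mean correlation of 0.0801. With the block, 1926 genes differed between them at the unadjusted threshold (629 upregulated and 1297 downregulated) and 0 after adjustment, 67.3% were downregulated, 29 plaque-induced and 13 ARM genes differed, and the log2 fold change of *App* reversed to -0.0012.

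With DESeq2's Wald test on only the compared groups, 1104 DEGs were found in *App* NL-G-F mice, with 83.4% downregulated, and 71 after adjustment. In WT mice there were 135 after adjustment, with 33.7% of the DEGs at the unadjusted threshold downregulated. Reverted genes numbered 42, and of the 57 genes 11 differed between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice and 22 between rh Bri2 BRICHOS R221E- and veh-treated WT mice. With all libraries in that test, 125 genes in *App* NL-G-F mice, 85 in WT mice and 240 for the difference between the strains had an adjusted p-value under 0.05, 67.6% and 39.5% of the DEGs were downregulated in *App* NL-G-F and WT mice, and the numbers were 24 for plaque-induced genes, 32 for reverted genes and 11 for the 57 genes in WT mice. On simulated data DESeq2 made more false calls than edgeR (34 against 12). With DESeq2's size factors in edgeR's test, 62.5% of the DEGs in *App* NL-G-F mice were downregulated. With only the compared groups in edgeR's fit, 0 genes differed in *App* NL-G-F mice after adjustment, against 1303 at the unadjusted threshold. Ranked by DESeq2's log2 fold change, homeobox genes had an adjusted p-value of 0.000654 and ribosomal protein genes reversed (adjusted p = 0.735).

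Without a filter on low counts, 25 genes in *App* NL-G-F mice, 12 in WT mice and 107 for the difference between the strains had an adjusted p-value under 0.05. The downregulated share was 73.3% in *App* NL-G-F and 39.8% in WT mice, reverted genes numbered 40 and ARM genes 13, and of the 57 genes 8 differed between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice and 17 between rh Bri2 BRICHOS R221E- and veh-treated WT mice. The adjusted p-value was 0.00506 for homeobox genes and 0.254 for ribosomal protein genes, which reversed. With at least 10 counts required in every library, the numbers of DEGs in the 3 comparisons and for the difference between the strains stayed within a factor of 1.5.

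With limma's camera test, the adjusted p-value was 0.171 for ion channel genes, 0.341 for immunoglobulin genes and 0.982 for ribosomal protein genes, which reversed. With the block, chosen after seeing the data, these values were 0.217, 0.408 and 0.974. The median share of the strain in the variance was 96.4% on log2 CPM and 88.9% over 500 genes. As z-scores, the neutrophil markers reversed between rh Bri2 BRICHOS R221E- and veh-treated WT mice, to a difference of 0.044.

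Among the covariates chosen after seeing the data, the endothelial score gave 822, the homeostatic microglia score 1084 and the mural and fibroblast score 655 DEGs between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, and the ependymal score gave 892 between rh Bri2 BRICHOS R221E- and veh-treated WT mice. The number of genes with a difference between the strains after adjustment was 0 with the neuron, endothelial, mural and fibroblast, ependymal, choroid plexus, B cell and homeostatic microglia scores (at the unadjusted threshold, 935 with the mural and fibroblast score to 2041 with the choroid plexus score), and 2 with the T cell score.

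Leaving out one library at a time gave 1106 to 2114 DEGs in *App* NL-G-F mice (0 to 162 after adjustment), 1107 to 2285 in WT mice (0 to 5 after adjustment) and 0 to 88 genes for the difference between the strains after adjustment (1765 to 2688 at the unadjusted threshold). The downregulated share was 64.5% to 72.0% in *App* NL-G-F and 34.3% to 52.7% in WT mice. Shared genes numbered 150 to 370, reverted genes 5 to 69, plaque-induced genes 4 to 18 and ARM genes 5 to 11. Of the 57 genes, 56 to 57 differed between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice, 4 to 11 between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice and 3 to 13 between rh Bri2 BRICHOS R221E- and veh-treated WT mice. The strain's share of the variance was 96.1% to 97.8%. Adjusted p-values were 6.58e-12 to 2.39e-08 for axonemal, 2.94e-05 to 0.00886 for ion channel, 3.48e-05 to 0.00569 for collagen, 0.00197 to 0.238 for immunoglobulin and 0.0326 to 0.202 for homeobox genes, and 0.22 to 1 for ribosomal protein genes, for which the fit without veh-treated WT mouse 1 gave no value.

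Of the 36 differences of marker scores, 10 reversed with a library left out. Between the veh-treated strains, the choroid plexus score ranged from -0.81 to 0.32 and the B cell score from -0.25 to 0.15. With the treatment of *App* NL-G-F mice, the oligodendrocyte score ranged from -0.43 to 0.35, the neutrophil score from -0.27 to 0.58, the B cell score from -0.21 to 0.19 and the T cell score from -0.22 to 0.11. In WT mice, the oligodendrocyte score ranged from -1.24 to 0.084, the neutrophil score from -1.26 to 0.89, the T cell score from -0.016 to 0.10 and the activated microglia score from -0.11 to 0.050. For the named genes, 347 of the 372 values with a library left out were unchanged, 15 were weaker, 6 stronger and 4 reversed. The reversed ones were *Fermt2* (-0.016 to 0.48) between the veh-treated strains, and *Spp1* (-0.049 to 0.75) and *App* (-0.086 to 0.12) between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice.

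Depth limited the folds of *Corin* and *Serpinb1c* to lower bounds, because WT mice had 0 counts, and left *Bace2* in treated *App* NL-G-F mice with 3 to 5 counts.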

Differences from the paper's values

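No test in this part was chosen after a result was seen, and the alternatives named are those set before the data were examined.

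In *App* NL-G-F mice, 490 genes were upregulated by the treatment at the unadjusted threshold, against the paper's 288. The gap closed with only the compared groups in edgeR's fit (320), at least 10 counts in every library (397), the astrocyte marker score as a covariate (262), the block and that score (369), and without veh-treated *App* NL-G-F mouse 1 (396) or 2 (310) or rh Bri2 BRICHOS R221E-treated *App* NL-G-F mouse 2 (377). It did not with DESeq2's Wald test on only the compared groups (183) or all libraries (528), DESeq2's size factors (669), no filter (529), the block (629), the log2 fold change cutoff (29) or the other omitted libraries.

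In WT mice, 745 genes were downregulated by the treatment, against the paper's 370. The gap closed with DESeq2's Wald test on only the compared groups (478), at least 10 counts in every library (531), and without veh-treated (439) or rh Bri2 BRICHOS R221E-treated (540) WT mouse 2, and with none of the other alternatives, which reached down to 16 with the log2 fold change cutoff.

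Shared between the treatment comparisons were 242 genes, against the paper's 121. The gap closed with the astrocyte marker score (101), the block and that score (154), and without veh-treated WT mouse 2 (150), rh Bri2 BRICHOS R221E-treated WT mouse 3 (152) or veh-treated *App* NL-G-F mouse 1 (166), and with none of the other alternatives. Shared by all 3 comparisons were 121 genes, against the paper's 48, and the gap closed with the astrocyte marker score (37), the block and that score (60), and without veh-treated *App* NL-G-F mouse 1 (69), but with none of the others.

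Among the 100 genes with the lowest p-values 21 were reverted, against the paper's 57. The gap closed with DESeq2's Wald test on only the compared groups (42), without the filter on low counts (40) and without veh-treated *App* NL-G-F mouse 3 (69), and with none of the other alternatives. The paper used an ANOVA with Tukey's test for this criterion, which was not run here.

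Of the plaque-induced genes, 11 differed in both comparisons, against the paper's 4. The gap closed with only the compared groups in edgeR's fit (6), and without veh-treated *App* NL-G-F mouse 1 (4) or 2 (6) or rh Bri2 BRICHOS R221E-treated *App* NL-G-F mouse 2 (5), and with none of the other alternatives.

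*Trem2* was 12.1% higher in rh Bri2 BRICHOS R221E- than in veh-treated *App* NL-G-F mice, against the paper's 20%. By the rule above the gap closed with DESeq2's size factors (13.65%), DESeq2's Wald test on all libraries (13.65%), and without veh-treated *App* NL-G-F mouse 3 (14.3%) or rh Bri2 BRICHOS R221E-treated *App* NL-G-F mouse 1 (16.15%), and with none of the other alternatives. Each of these values was still lower than the paper's.

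Some of the paper's statements on genes or directions also differ from the values found here. The paper describes *Apoe* as unchanged by the treatment in WT mice, where it was 30.8% higher (adjusted p = 0.239 from edgeR). It describes the 57 genes as back at the level of veh-treated WT mice, whereas *Aspg*, *Dhrs1*, *Igfbp5* and *Slc7a11* were still higher, with log2 fold changes of 1.83, 0.32, 1.496 and 1.08. For essentially all of the 57 genes it describes equal levels in rh Bri2 BRICHOS R221E- and veh-treated WT mice, where 7 were higher with the treatment at the unadjusted threshold and 0 after adjustment. Of the 100 genes in Fig. 7, 37 were among the 100 with the lowest p-values here, 34 with DESeq2's Wald test on only the compared groups and 54 with all libraries.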

Other observations

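The correlations of gene lists with marker scores, the slope on the WT libraries, the tests of opposite effects, the random lists, and the regroupings other than those of the numbers of DEGs at either threshold, of the shared genes, of the reverted genes and of the difference between the strains were chosen after the result was seen.

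*Aif1*, which encodes Iba1, had a log2 fold change of -0.14 between veh-treated *App* NL-G-F and WT mice (unadjusted p = 0.107, adjusted p = 0.193 from edgeR, and 0.0415 and 0.0899 with the replicate number as a block) and of 0.09 between rh Bri2 BRICHOS R221E- and veh-treated *App* NL-G-F mice (adjusted p = 0.745). *App* had log2 fold changes of -0.34 and 0.01 in these comparisons, and its unadjusted p-value from edgeR between the strains was 0.058, and 0.0288 with the block. For *Itm2b*, which encodes Bri2, they were 0.34 (adjusted p = 0.00101, and 0.000501 with the block) and 0.10. The treatment changed *Spp1*, *Tyrobp* and *Cd74* in *App* NL-G-F mice by 0.25, 0.21 and 0.31 on the log2 scale, with adjusted p-values of 0.871, 0.447 and 0.652. In WT mice *Cd74* rose by 0.78 on the log2 scale (adjusted p = 0.243, and 0.169 with the replicate number as a block), without overlap between the groups.

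The 6 libraries of each comparison were regrouped into each of the 10 splits of 3 against 3, the real one included, of which 4 part all 3 pairs of equally numbered libraries, as the real one does, and the other 6 part 1 pair. With these numbers of splits the share with a result as large cannot fall under 0.05, whatever the data, so the other splits are given for their values. Between veh-treated *App* NL-G-F and WT mice, 1 of the 4 splits gave as many DEGs at the unadjusted threshold and 1 after adjustment, which is the real one (1 of 10 for both), with 7184 and 5710 against 1104 and 0 in the next largest. For the treatment of *App* NL-G-F mice, 1 of the 4 and 2 of the 10 gave as many DEGs at the unadjusted threshold, with 2026 for the split that sets veh-treated mice 1 and 2 and rh Bri2 BRICHOS R221E-treated mouse 1 against the others. This split follows the order of the astrocyte marker score. After adjustment, as many genes as in the real split were found in 1 of the 4 and 1 of the 10, and the next largest number was 0. A downregulated share as far from 50% as the real 70.7% was found in 1 of the 4 and 1 of the 10, but another of the 4 splits came close, with 29.6% downregulated. For the 57 genes 1 of the 4 and 1 of the 10 splits gave as many (next largest 52), for the plaque-induced genes 1 and 2 (15), and for the ARM genes 1 and 2 (8).

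For the treatment of WT mice, 1 of the 4 and 2 of the 10 splits gave as many DEGs at the unadjusted threshold, with 1914 for the split that sets veh-treated mice 1 and 2 and rh Bri2 BRICHOS R221E-treated mouse 1 against the others. After adjustment every split gave 0 genes (4 of 4 and 10 of 10). A downregulated share as far from 50% was found in 3 of the 4 and 6 of the 10. For the 57 genes, 1 of the 4 and 1 of the 10 gave as many in WT mice (next largest 6), and 2 of the 4 and 5 of the 10 did between rh Bri2 BRICHOS R221E-treated *App* NL-G-F and veh-treated WT mice (7). An enrichment as large was found for axonemal and ciliary genes in 2 of the 4 and 7 of the 10 splits, for ion channel genes in 1 and 2, for immunoglobulin genes in 2 and 5, for collagen genes in 2 and 3, for homeobox genes in 2 and 4, and for ribosomal protein genes in 4 and 10.

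The number of reverted genes may come from selection on the shared group of veh-treated *App* NL-G-F mice, since a gene that is high in these mice by chance is called upregulated by the strain and downregulated by the treatment. The *App* NL-G-F libraries were assigned to veh and rh Bri2 BRICHOS R221E in other ways. Of the 8 assignments that part all equally numbered pairs, 2 gave as many reverted genes as the real one, which is one of them, and of all 20 assignments 7 did, with up to 66. The other assignments mix veh- and rh Bri2 BRICHOS R221E-treated mice and so do not show the selection alone, and 8 assignments cannot give a share under 0.05, so the number of reverted genes cannot be told apart from this selection.

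For the genes shared by both treatment comparisons, 1 of the 16 pairs of splits that part all equally numbered pairs gave as many, and 1 of all 100 pairs, with 192 as the next largest number. Across all tested genes, the treatment effects in WT and *App* NL-G-F mice had a Spearman rho of -0.193. Of the 16 pairs of splits, 1, the real one, gave a rho as far from 0, and 0.164 was the next farthest, where 16 pairs cannot give a share under 0.05. Astrocyte RNA could give opposite effects when it rises in WT and falls in *App* NL-G-F mice, but the rho was -0.15 with the astrocyte marker score as a covariate and -0.124 with the block and that score, so that most of it remained in both cases. It was -0.181 with the block, -0.194 with DESeq2's size factors and -0.0915 with DESeq2's Wald test on all libraries.

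The isolate could contain astrocyte RNA, which was tested with 15 astrocyte markers. Their score was 4.637 ± 0.339 in veh-treated WT, 5.091 ± 0.596 in rh Bri2 BRICHOS R221E-treated WT, 6.587 ± 0.884 in veh-treated *App* NL-G-F and 5.291 ± 0.746 in rh Bri2 BRICHOS R221E-treated *App* NL-G-F mice (log2 CPM, SD, n = 3 mice each). It was 1.95 higher in veh-treated *App* NL-G-F than WT mice (exact permutation test, p = 0.1) and changed by -1.297 with the treatment of *App* NL-G-F mice, with overlap between the groups (exact permutation test, p = 0.2). Over the 6 *App* NL-G-F libraries, it correlated with the mean level of the 57 genes at r = 0.988 (exact permutation test, p = 0.00278, adjusted p = 0.00556 over 2 relations) and at a rho of 0.943 (exact permutation test, p = 0.0167), and at r = 0.96 without the 2 libraries farthest from the mean. Over the 6 WT libraries r was 0.829 (exact permutation test, p = 0.0708), rho 0.714 (exact permutation test, p = 0.136), and r without the 2 farthest 0.666. Within the WT groups, the 57 genes had a median correlation of 0.516 with the score, which 0 of 10000 random lists reached (p = 1e-04, the smallest they can give) and 6 of the 36 arrangements of the libraries did. The decrease of the 57 genes by rh Bri2 BRICHOS R221E, the biological explanation of the design, therefore cannot be told apart from a lower share of astrocyte RNA in these mice, which may in turn follow from the treatment.

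For the genes downregulated in *App* NL-G-F mice as a whole, the tests of astrocyte RNA were mixed. The treatment effect had a rho of -0.239 across genes with the slope on the astrocyte score in the veh-treated *App* NL-G-F libraries, as negative as in 4 of 1000 random lists (median -0.136). The neuron score gave -0.232, the B cell score -0.238 and the mural and fibroblast score -0.208. Other scores gave positive values, among them those of oligodendrocytes (0.238), choroid plexus (0.229), homeostatic microglia (0.239) and activated microglia (0.227). With the astrocyte score as a covariate 651 genes differed in place of 1673, while random lists of 15 genes gave 433 to 2332 (median 1437), and 4 of 60 gave as few. The downregulated genes had a median correlation of 0.104 with the score within the WT groups, which 108 of 10000 random lists and 9 of the 36 arrangements reached. With the slope taken from the WT libraries, the rho was 0.0601, where astrocyte RNA would give a negative value, and 855 of 1000 random lists gave one as negative. With this slope the 12 marker sets gave values between -0.0153 (ependymal) and 0.0874 (B cell), so it does not separate the cell types. Whether astrocyte RNA accounts for these genes as a whole is therefore left open.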
